# Transcriptomic Profiling Reveals 17β‐Estradiol Treatment Represses Ubiquitin‐Proteasomal Mediators in Skeletal Muscle of Ovariectomized Mice

**DOI:** 10.1002/jcsm.13698

**Published:** 2025-01-25

**Authors:** Georgios Kararigas, Mara C. Ebeling, Gengyun Le, Shaojuan Lai, Chunmei Cui, Qinghua Cui, Dawn A. Lowe

**Keywords:** aging, estrogen, estrogen receptor α, estrogen response element

## Abstract

**Background:**

With a decline of 17β‐estradiol (E2) at menopause, E2 has been implicated in the accompanied loss of skeletal muscle mass and strength. We aimed at characterizing transcriptomic responses of skeletal muscle to E2 in female mice, testing the hypothesis that genes and pathways related to contraction and maintenance of mass are differentially expressed in ovariectomized mice with and without E2 treatment.

**Methods:**

Soleus and tibialis anterior (TA) muscles from C57BL/6 ovariectomized mice treated with placebo (OVX) or E2 (OVX + E2) for 60 days, or from skeletal muscle‐specific ERα knockout (skmERαKO) mice and wild‐type littermates (skmERαWT), were used for genome‐wide expression profiling, quantitative real‐time PCR and immunoblotting. Computational detection of estrogen response elements (EREs) was performed with EREFINDER.

**Results:**

We found 155 significantly regulated probe sets in response to E2 (*p* ≤ 0.001). Pathway analyses identified proteasome and ubiquitin‐mediated proteolysis as two downregulated pathways in the E2 group. We confirmed downregulation (*p* ≤ 0.05) in levels of *Fbxw7*, *Psmb6*, *Ube2h* and *Ubxn1*, as well as pro‐apoptotic *Bnip3* and inflammatory factor *Nfkbia*. Computational analysis identified ERE in the promoter regions of *Psmb6*, *Ube2h*, *Bnip3* and *Nfkbia*. The overall content of ubiquitinated proteins was modestly but significantly lower in TA muscles from OVX + E2 vs. OVX mice (*p* = 0.039). There were no differences between skmERαKO and skmERαWT mice or between skmERαKO/OVX and skmERαKO/OVX + E2 mice for any genes assessed, indicating that ERα is required for E2 regulation of those genes.

**Conclusions:**

These results suggest that a mechanism whereby E2 protects against losses of skeletal muscle mass and strength is regulation of ubiquitin‐proteasomal mediators.

## 1 Introduction

Menopause is associated with frailty [1] and losses of skeletal muscle mass and strength, with the earliest decline occurring during peri‐menopause [2]. Due to the substantial decrease in the serum level of the steroid hormone 17β‐estradiol (E2) at menopause, E2 has been implicated in the regulation of muscle function. Supporting this, skeletal muscles of post‐menopausal women on estrogen‐based hormone therapy are stronger than those of women not on hormone therapy [3, 4, 5], and force generation was greater in single fibres from biopsies of post‐menopausal twin sisters on hormone therapy compared with their twins not on hormone therapy [6]. Similarly, in rodents, the loss of ovarian hormones has detrimental effects on skeletal muscle force‐generating capacities [7, 8] and improved recovery of strength following injury [9]. Further, E2 appears to modulate the phospho‐landscape of skeletal muscle proteins [10], maintain muscle contractility through phosphorylation of myosin regulatory light chain [11] or maintain calcium homeostasis in muscle cells through phosphorylation of the ryanodine receptor [12].

E2 plays a key role in several (patho)physiological processes of a wide range of tissues, regulating the activity of many target genes and signalling cascades through genomic or non‐genomic actions. These E2 actions are primarily mediated by estrogen receptor (ER) α and β, which belong to the steroid hormone receptor superfamily of transcription factors and are expressed in skeletal muscle [13], or by the G‐protein‐coupled receptor (GPER), which has also been identified in skeletal muscle [14].

Although many effects of E2 on skeletal muscle function are recognized (e.g., recently reviewed in [15, 16]), the complex underlying mechanisms are incompletely understood. In particular, the potential E2‐dependent regulation of muscle gene expression is incompletely explored, and additional studies are required to better understand the transcriptomic mechanisms of the E2/ER axis in skeletal muscle. In this process, even though ERα is the predominant ER in skeletal muscle and E2 signals through ERα to affect muscle contractility [17], it is important to confirm the role of ERα in mediating such transcriptomic effects of E2 in skeletal muscle. In the present study, we aimed at characterizing the transcriptomic response of skeletal muscle to E2 treatment in ovariectomized mice, testing the hypothesis that genes and pathways related to contraction and maintenance of mass are regulated by E2.

## 2 Methods

### 2.1 Experimental Animals

Female C57BL/6 mice were purchased from the National Institute on Aging colony at 3 months of age and were ovariectomized at 4 months of age. At the time of ovariectomy, mice were randomly selected to be implanted with placebo pellets (OVX) or pellets designed to release 0.18 mg of E2 over 60 days (OVX + E2). The period of 60 days was selected to represent a chronic condition and thus remodelling of the muscle in response to loss of E2 and specific treatment with E2. The E2 dose was previously shown to lead to physiological serum E2 levels [18]. All mice were kept on a 12–12‐h light/dark cycle in temperature‐controlled rooms with water and food ad libitum. At the end of the 60‐day treatment, soleus and tibialis anterior (TA) muscles were dissected from pentobarbital‐anaesthetized mice (100 mg/kg i.p.), snap‐frozen in liquid nitrogen and stored at −80°C. Uteri were also dissected and weighed. Serum was collected during exsanguination and assayed for E2 by ELISA (RE50241, Immuno Biological Laboratories). To determine the extent that effects of E2 on selected genes were through ER α (ERα), skeletal muscle‐specific ERα knockout (skmERαKO) mice and their wild‐type littermates (skmERαWT) were also employed. Generation and characterization of these mice have been previously described [17]. All animal procedures were approved by the institutional animal care and use committee and complied with international guidelines for animal experimentation.

### 2.2 Hybridization and Microarray Profiling

Total RNA was isolated from soleus and TA muscles using TRI Reagent (Sigma) following the manufacturer's protocol. The RNA quality and quantity were established using a 2100 Bioanalyzer (Agilent Technologies). Biotinylated complementary RNA (cRNA) from soleus muscles was prepared and hybridized to the Mouse Genome 430 2.0 array (Affymetrix) according to the standard Affymetrix processing protocol. The array was scanned in a GeneChip Scanner 3000. The quality of hybridization was assessed in all samples following the manufacturer's recommendations. Microarray data are deposited in the Gene Expression Omnibus database under Accession No. GSE134409.

### 2.3 Microarray Data Analysis

The computational and statistical analysis of the microarray data was carried out using the R Version 2.14.2 software [19] and the Bioconductor packages [20] as described previously [21, 22, 23]. Following background correction, expression data were normalized with the variance stabilization and normalization algorithm [24] and log_2_ transformed using the median polish algorithm of robust multi‐array average [25]. The quality of the data was assessed with the *affy* and the *arrayQualityMetrics* packages. To detect differences in probe set expression between different conditions, a moderated linear model was applied using the *limma* package. Pathway analysis was performed by means of gene set enrichment analysis [26, 27] querying the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [28] and by using the *Category* and *GSEABase* packages. At this step, the complete dataset was subjected to non‐specific filtering with the only criterion that each feature should have an Entrez Gene ID annotation. Furthermore, control probes were removed, and genes represented by more than one probe set were collapsed to the probe set with the largest variability. Following the compilation of gene sets, those with less than 10 annotated genes were excluded from downstream analysis. The distribution was computed based on 1000 permutations, and a threshold of 10% was applied.

### 2.4 Quantitative Real‐Time PCR

Total RNA from TA muscles was reverse transcribed with the VILO cDNA Synthesis Kit (Thermo Fisher Scientific Inc) or iScript cDNA synthesis kit (BioRad), and real‐time PCR was performed using TaqMan Fast Advanced Mastermix (Applied Biosystems) and TaqMan primer probes (Thermo Fisher Scientific) and run on a BioRad C1000 Touch PCR Thermal Cycler with CFX96 Real Time System. Reactions where RNA or reverse transcriptase had been omitted were used as negative controls. The amount of each gene of interest (*Ube2h, Ubxn1, Fbxw7, Psmb6, Bnip3, Nfkbia*) was normalized using the average of the expression of *Gapdh* and *Rna18s1*.

### 2.5 Western Blot

Protein homogenates from soleus and TA muscles were prepared in Kei's buffer (20 mM Tris–HCl, pH 7.4, 5 mM EDTA, 1% IGEPAL) with a Bullet Blender. Protein concentrations were determined with the Bradford Assay using albumin as the standard. Proteins were resolved on SDS‐PAGE gels, transferred to polyvinylidene difluoride (PVDF) membranes and blots were blocked with 5% bovine serum albumin. Membranes were incubated overnight with primary antibodies, ubiquitin (Abcam), proteasome 20S subunit β5 (Psmb5; Thermo Scientific), proteasome 20S subunit alpha7 (Psma7; Enzo Life Sciences) or proteasome 26S subunit, non‐ATPase 11 (Psmd11; Cell Signaling Tech). Dylight‐conjugated secondary antibodies (Cell Signaling Tech) were used to detect immune reactions. Images were taken on a Li‐Cor Odyssey CLx. Densitometry was performed using ImageJ software version 1.54e.

### 2.6 Computational Detection of Estrogen Response Elements (EREs)

EREFINDER [29] was used to identify EREs with default parameters, evaluating binding affinities of ERα in the genome of *Mus musculus* GRCm38. Regions of 5 kb before the transcription start site were employed. Briefly, FASTA sequences were used as input for EREFINDER, which scans ERE motifs. EREFINDER was used with a 15 bp‐wide sliding window, sliding one base at a time to calculate a dissociation constant (Kd). EREs were defined as identified ERE motifs with 1/Kd > 0.09.

### 2.7 Statistical Analysis

Grubb's tests were used to identify single outliers; the only data sets in which a single outlier was removed included Ube2h gene expression, and Psmd11 and Psmb5 protein contents. Comparisons between two groups were made with unpaired *t*‐tests. Data are presented as mean ± SD. Statistical significance was assessed using GraphPad Prism 7 (GraphPad software). *p* ≤ 0.05 was considered significant.

## 3 Results

### 3.1 Serum E2 Levels and Body Mass

To verify that the hormone treatment protocol was successful following ovariectomy, circulating E2 levels were measured in a subset of mice. Serum E2 was significantly higher in OVX + E2 mice compared with OVX mice and importantly was measured to be within the physiological range for female mice (*p* = 0.001; Figure 1A). As expected, OVX + E2 mice weighed significantly less (*p* < 0.001; Figure 1B) and had ~12‐fold greater uterine mass (*p* < 0.001; Figure 1C) than OVX mice (treated with placebo) at the end point of the study.

**FIGURE 1:**
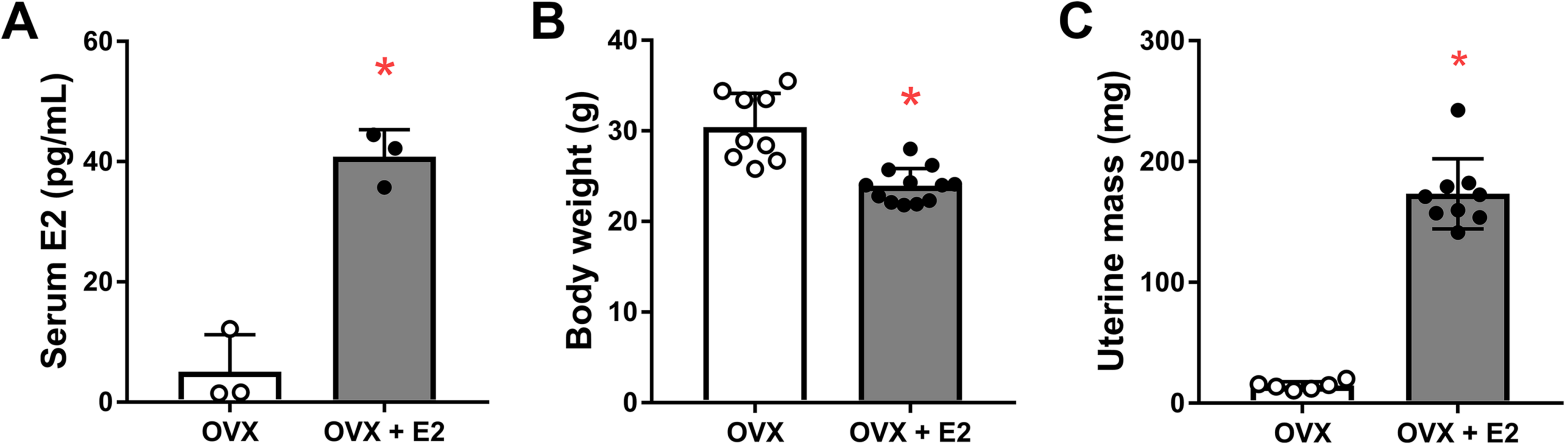
Confirmation of successful hormone treatment. (A) Serum 17β‐estradiol (E2) levels. Body weight (B) and uterine mass (C) in ovariectomized mice (OVX) and ovariectomized mice treated with E2 (OVX + E2) for 60 days. Data are mean ± SD; *p ≤ 0.001.

### 3.2 Effects of E2 on Soleus Muscle Transcriptome of Ovariectomized Mice

First, to ensure adequate quality of the transcriptomic data, we verified that there were no outliers due to biological or technical reasons. 

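The arrays compared soleus RNA of 3 OVX samples with that of 3 OVX + E2 samples, taken after 60 days with placebo pellets or with pellets holding 0.18 mg of E2. Each sample was hybridized to 1 Affymetrix mouse genome array, on which a probe set is a group of short probes for a transcript. Whether each array holds RNA of a separate mouse is not given in the sources used here, so the p-values below measure only the spread between these samples, which may be technical. The authors corrected the background, applied variance stabilization and normalization, and summarised each probe set by median polish. The deposited values are on a log2 scale in arbitrary units and include 64 control probe sets. The array medians were 6.903, 6.917 and 6.902 in OVX and 6.926, 6.927 and 6.919 in OVX + E2, and the SD over the probe sets of an array was 1.21, 1.20 and 1.22 in OVX and 1.16, 1.16 and 1.14 in OVX + E2. Differences are OVX + E2 minus OVX, tested from the deposited values with limma, so a value below 0 is lower with E2. The number of arrays limits the precision of each value. The choices that could change the numbers are the normalization between arrays, the handling of dim probe sets and the model of the variance. The gene lists and the rule for naming genes were fixed before the data were examined, except where a choice is said to have come later.

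The sample labels name left ventricle as the tissue, and the paper and the title of the series name soleus or skeletal muscle. Most genes restricted to skeletal muscle were among the brightest in the mean over all arrays. Of 30 measured genes of that list, 24 had their brightest probe set in the top 5% of all probe sets. Myh2, a fast myosin heavy chain, measured 13.74 ± 0.077 in OVX and 13.66 ± 0.064 in OVX + E2 (SD, n = 3 each). Tnnt1, the slow skeletal troponin T, measured 13.65 ± 0.24 in OVX and 13.67 ± 0.049 in OVX + E2 (SD, n = 3 each). Of 24 measured heart-restricted genes, 3 were in the top 5%, namely Casq2, Fabp3 and Actc1, which skeletal muscle is also known to express. Myh6, the main myosin heavy chain of the adult mouse heart, measured 7.26 ± 0.26 and 7.36 ± 0.052 (SD, n = 3 each), at percentile 65.7. Nppa, which encodes atrial natriuretic peptide, lay at percentile 37.6, Tnni3, the cardiac troponin I, at percentile 29.8, and Myl7, an atrial myosin light chain, at percentile 30.4. Of 10 genes shared by heart and slow skeletal muscle, such as Myh7 and Myl2, 9 were in the top 5%. With the mean over a gene's probe sets in place of the brightest, the number in the top 5% was 20 for the skeletal-muscle-restricted genes and 2 for the heart-restricted genes.

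**Figure D1:**
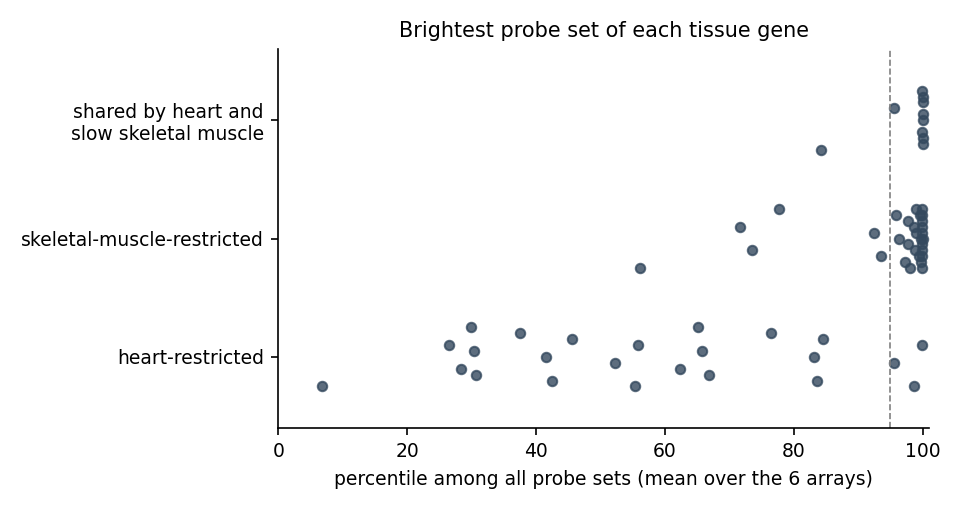
Percentile of each gene's brightest probe set among all probe sets (horizontal axis, mean over the 6 arrays), for heart-restricted genes, skeletal-muscle-restricted genes and genes shared by heart and slow skeletal muscle; each point is a gene and the dashed line marks the top 5%. Right of the line lie 24 of 30 skeletal-muscle-restricted genes and 3 of 24 heart-restricted genes.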

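Fast-fibre genes differed most between arrays of the same group. Myh4, the myosin heavy chain of type IIB fibres, measured 13.07, 13.23 and 13.90 on OVX replicates 1, 2 and 3 and 13.35, 12.60 and 7.78 on OVX + E2 replicates 1, 2 and 3. OVX replicate 3 stood above OVX + E2 replicate 3 by 69.5 times for Myh4, by 19.3 times for Mybpc2 (fast myosin-binding protein C), by 18.9 times for Actn3 (the alpha-actinin of fast fibres), by 17.4 times for Pvalb (parvalbumin, a calcium buffer of fast fibres) and by 4.59 times for Myoz1. On OVX replicate 3 Mybpc2 (13.17), Actn3 (13.57), Pvalb (13.73) and Myh4 (13.90) lay near the array's highest value of 14.06. Differences are hard to see there, so the folds of these genes are approximate. A list of 16 fast-fibre genes and a list of 15 slow-fibre genes were written after this spread had been seen. The mean deviation of the fast-fibre genes from the mean of all arrays was 0.80 on OVX replicate 3 and −1.12 on OVX + E2 replicate 3, and it was 0.12, 0.21, 0.21 and −0.22 on the other arrays. Between the groups the fast-fibre genes differed by −0.75, which is within the spread of the arrays (two-sided exact permutation test over 20 labelings, p = 0.3, where 3 arrays against 3 allow no p below 0.1). The slow-fibre genes, such as Myh7 and Tnnt1, differed between the groups by 0.03 (the same permutation test, p = 1), but 10 of the 15 have a mean of 13 or more, near the highest values of the arrays, where differences are hard to see, and Casq2, below that, ranged from 10.93 on OVX replicate 3 to 11.70 on OVX + E2 replicate 3. Over all probe sets the first principal component held 48.4% of the variance and set OVX replicate 3 (25.6) and OVX + E2 replicate 3 (−24.8) at opposite ends, with the other arrays between −3.32 and 4.66. After cyclic loess of the deposited values the 2 arrays lay at 24.6 and −20.7. Adipoq, a gene of fat cells, ranged from 7.46 on OVX replicate 3 to 9.83 on OVX replicate 1. Ppargc1a, a regulator of mitochondrial genes, was 11.71 on OVX + E2 replicate 2 and between 9.62 and 10.92 on the other arrays.

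**Figure D2:**
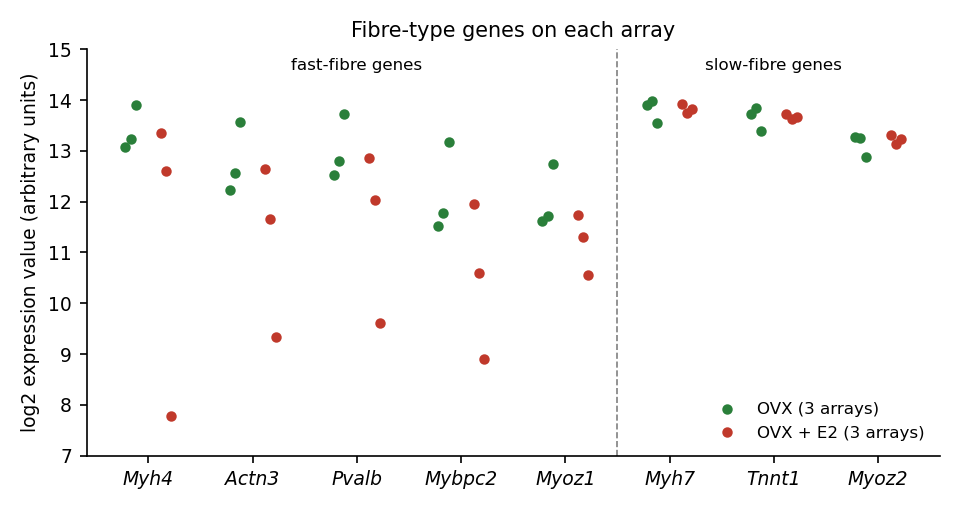
Log2 expression value (vertical axis, arbitrary units) of 5 fast-fibre genes and 3 slow-fibre genes on each array, in green for OVX and red for OVX + E2, with replicates 1, 2 and 3 from left to right. Myh4, Actn3, Pvalb, Mybpc2 and Myoz1 are highest on OVX replicate 3 and lowest on OVX + E2 replicate 3, while Myh7, Tnnt1 and Myoz2 lie between 12.89 and 13.98, near the highest values of the arrays (14.04 to 14.19), where differences are hard to see.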

Next, the data for differences in gene expression of soleus muscle between OVX and OVX + E2 mice were analysed by fitting a linear model with an empirical Bayesian method [30]. To extract biologically useful information, those probe sets were examined with an unadjusted *p* value of up to 0.001. This resulted in 155 significantly regulated probe sets (Table S1). Of these, the expression of just 11 probe sets was upregulated, while the remaining 144 were downregulated in the OVX + E2 group compared with the OVX group. 

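Jsrp1, Smarcc2, Dusp16 and Mindy2 were among the genes that passed the paper's unadjusted threshold between OVX and OVX + E2. At an unadjusted p of 0.001 or less from limma, 96 probe sets passed, where chance alone gives 45.1. Of these, 81 carry a single gene symbol and stand for 79 genes. Jsrp1, a protein of the sarcoplasmic reticulum that takes part in excitation-contraction coupling, fell by 0.31 on the log2 scale (standard error 0.043). Smarcc2, a subunit of the SWI/SNF chromatin remodelling complex, fell by 0.28 (standard error 0.039). Dusp16, a phosphatase of MAP kinases, fell by 0.27 (standard error 0.039). Mindy2, a deubiquitinating enzyme, fell by 0.38 (standard error 0.056). After cyclic loess the log2 differences were −0.16 for Jsrp1, −0.16 for Smarcc2, −0.13 for Dusp16 and −0.24 for Mindy2, and none of the 4 passed at 0.001 there or after quantile normalization (−0.15, −0.15, −0.12 and −0.23). The unadjusted p from limma was 1.63e-04 for Jsrp1, 1.53e-04 for Smarcc2, 2.40e-04 for Dusp16 and 2.49e-04 for Mindy2, and an exact permutation test gave each its smallest possible two-sided p of 0.1. In all 96 probe sets the values of the OVX arrays and the OVX + E2 arrays did not overlap, and the same held for 9550 of all probe sets, or 21.2%, where chance gives 10%. For the 155 probe sets of Table S1, which were chosen on these arrays and are no independent evidence, the direction was the table's in 155. Their fold changes equalled the table's after rounding to 2 decimals in 139 and differed from it by 0.01 in the other 16. No probe set passed an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.308. At an unadjusted p under 0.05 there were 6216 probe sets. A plain unpaired test with equal variances passed 140 probe sets at 0.001, 5088 at 0.05 and none after adjustment. The count at 0.001 was 31 after quantile normalization, 31 after cyclic loess, 164 after centring each array on its median, 30 among probe sets brighter than the median and 39 with an intensity trend of the variance. It was 62 without OVX replicate 2, 49 without OVX + E2 replicate 1, 49 without OVX + E2 replicate 2 and 19 without OVX + E2 replicate 3, and, as alternatives chosen after seeing the data, 37 without both arrays numbered 3 and 7 with the fast-fibre score as a covariate.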

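Most probe sets that passed were lower with E2, 89 of 96 (92.7%), and 7 were higher. The folds of the lower probe sets ran from 0.706, for Pde4dip, to 0.875, with a median of 0.833. Rex1bd fell by 0.35 on the log2 scale (standard error 0.043), with the smallest p of all. Lpp, an actin-associated protein of focal adhesions, fell by 0.40 (standard error 0.053), Cdh13, a cadherin that binds adiponectin, fell by 0.40 (standard error 0.057), and Itgb5, an integrin subunit, fell by 0.34 (standard error 0.050). Ier3ip1, a protein of the endoplasmic reticulum, fell by 0.30 (standard error 0.045). The higher probe sets had folds from 1.14 to 1.34. Both probe sets of Tnfrsf12a, the receptor of the cytokine TWEAK, rose, by 0.42 and 0.40 (standard errors 0.071 and 0.074). Elk4, a transcription factor of the ETS family, rose by 0.24 (standard error 0.035), and Ak4, a mitochondrial adenylate kinase, and Prr16 rose by 0.19 each (standard errors 0.035 and 0.036). The unadjusted p from limma was 7.28e-05 for Rex1bd, 1.11e-04 for Lpp, 1.92e-04 for Cdh13, 2.38e-04 for Elk4, 2.59e-04 for Itgb5, 2.69e-04 for Ier3ip1, 5.49e-04 and 9.93e-04 for Tnfrsf12a, 7.83e-04 for Ak4 and 9.19e-04 for Prr16. After cyclic loess the log2 differences were −0.22 for Rex1bd, −0.30 for Lpp, −0.25 for Cdh13, −0.19 for Itgb5, −0.17 for Ier3ip1, 0.28 for Elk4, 0.57 and 0.54 for Tnfrsf12a, 0.18 for Ak4 and 0.17 for Prr16, and of these Cdh13, Itgb5, Ier3ip1, Ak4 and Prr16 no longer passed at 0.001 (after quantile normalization Rex1bd, Cdh13, Itgb5, Ier3ip1 and Prr16 did not). After cyclic loess 14 of the 31 probe sets that passed were lower and 17 higher (45.2% lower), after quantile normalization 9 were lower and 22 higher (29.0% lower), and the intensity trend of the variance gave 21 lower and 18 higher. Of the 96 probe sets, 12 also passed after cyclic loess and 11 after quantile normalization, and 10 passed in all 3 settings. Those 10 are Lpp, Ints2 (a subunit of the Integrator complex), Zfhx3 (a zinc finger transcription factor), 4 lower probe sets with no gene symbol, Elk4 and both of Tnfrsf12a. Lpp passed as deposited with 1 of its 8 probe sets, of which 7 were lower, and 5 after cyclic loess. Elk4 passed with 1 of its 4, of which 3 were higher. After cyclic loess 2 of 2 probe sets of Ints2 and 6 of 6 of Zfhx3 were lower. As deposited 3 of 4 probe sets of Cdh13 were lower and 4 of 5 of Ak4 higher. Ints2 and Zfhx3 fell by 0.22 each (standard errors 0.034 and 0.036). Over Table S1, 144 probe sets stayed lower and 11 higher after either normalization, and the median log2 difference of the lower ones went from −0.26 to −0.14 after cyclic loess. The difference between the groups depended on how bright a probe set was. Its median was 0.02 for probe sets with a mean log2 value from 6 to 7, −0.02 from 7 to 8, −0.12 from 8 to 9, −0.15 from 9 to 10, −0.16 from 10 to 11, −0.14 from 11 to 12, −0.13 from 12 to 13 and −0.09 above 13. The slope of the difference on the mean value, −0.0464, was the lowest of the 20 labelings of the arrays (exact permutation test, one-sided p = 0.05 and two-sided p = 0.1, the smallest that 3 against 3 allow). The lower probe sets had a median level of 9.08 and the higher ones 7.13, against 6.92 for all. The 18 hybridization controls, bacterial transcripts added to each array in fixed amounts, were lower in OVX + E2 in 18 of 18 probe sets, with a median of −0.11, and their median was above 0 after cyclic loess (0.02) and quantile normalization (0.04).

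**Figure D3:**
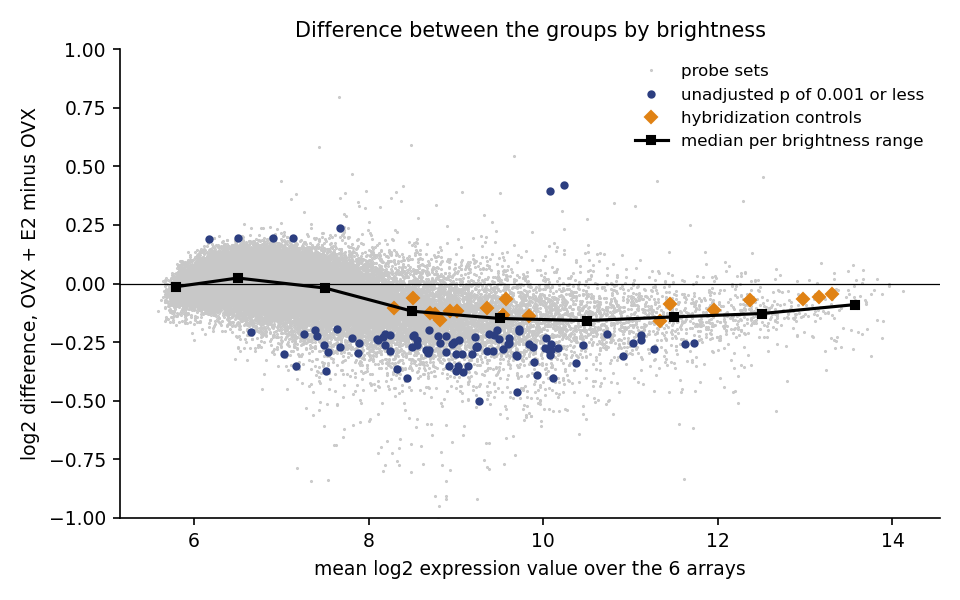
Log2 difference between OVX + E2 and OVX (vertical axis) against the mean log2 expression value over the 6 arrays (horizontal axis) for all probe sets in grey, except 12 whose difference is beyond 1 in either direction, with the 96 probe sets at an unadjusted p of 0.001 or less in blue, the 18 hybridization controls in orange and the median of each brightness range as black squares. The medians lie near 0 up to a mean value of 8, at −0.12 to −0.16 from 8 to 12, at −0.13 from 12 to 13 and at −0.09 above 13.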

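Over the 96 probe sets with an unadjusted p of 0.001 or less, the 3 OVX arrays formed one branch and the 3 OVX + E2 arrays the other (Euclidean distance with complete or average linkage). Each of the leading genes separates the arrays by itself. Jsrp1, of the junctional sarcoplasmic reticulum, measured 11.00, 11.10 and 11.10 in OVX and 10.76, 10.73 and 10.78 in OVX + E2. Itgb5 measured 10.05, 10.03 and 10.09 in OVX and 9.78, 9.76 and 9.63 in OVX + E2. Tnfrsf12a measured 10.00, 10.11 and 9.98 in OVX and 10.31, 10.54 and 10.50 in OVX + E2. The first principal component over these probe sets held 92.2% of their variance. The probe sets of Table S1 separated the arrays in the same way, before and after cyclic loess. In both cases the probe sets had been selected for the difference between the treatments. Over all probe sets the arrays did not separate by treatment. With complete linkage OVX + E2 replicate 3 stood apart from the other 5 arrays, and with average linkage OVX replicate 3 did. Over the 1000 probe sets with the largest variance, chosen without the treatment labels and including Myh4, Actn3, Mss51, Pvalb and Mybpc2, OVX replicate 3 again stood apart. This leaves 4 of 6 arrays on a branch where their own treatment was the more frequent. Any split of a single array from the others does so, and the count tells nothing about treatment.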

Unsupervised hierarchical clustering of the expression profiles for the identified probe sets revealed a distinct E2‐biased gene expression profile, as verified by the separate clustering of the RNA sources based on the treatment annotation and visualized easily by the coloured horizontal side bar (Figure 2A).

**FIGURE 2:**
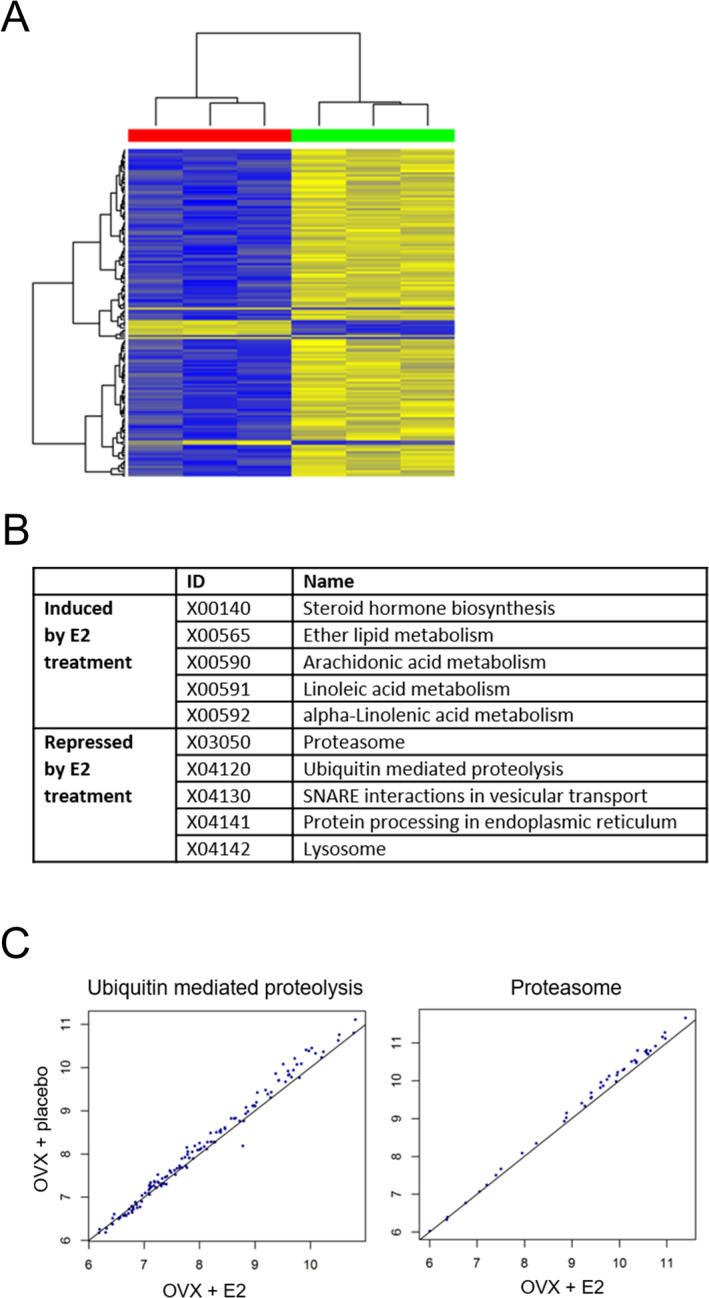
E2‐dependent gene regulation. A. Unsupervised hierarchical clustering of the E2‐dependent differentially expressed probe set expression and the treatment factor of the RNA source. Blue indicates low expression and yellow indicates high expression. In the coloured horizontal side bar, green indicates OVX mice and red indicates OVX mice treated with E2. B. Top 5 altered (induced or repressed) pathways with E2 treatment*.* C. Scatter plots of within‐group means for genes annotated at the ubiquitin‐mediated proteolysis and proteasome pathways. Each point represents an annotated gene. The value on the *x*‐axis is the log2 mean (arbitrary unit) in the E2‐treated OVX mice, whereas the value on the *y*‐axis is the log2 mean (arbitrary unit) of the untreated OVX mice. The diagonal line serves as the divider between groups.

### 3.3 Pathway Analysis of the Effects of E2 on Gene Expression in Soleus Muscle of Ovariectomized Mice

Following analysis of single‐gene differential expression, we explored the data further with the gene set enrichment analysis approach [26, 27] using the KEGG [28], aiming at the identification of entire pathways modulated in soleus muscle due to E2. This approach ensured a more comprehensive and biologically integrative analysis of the data. Similar to the analysis at the single‐gene level, the majority of the regulated pathways was downregulated in muscle from OVX + E2 mice compared with those from OVX mice. Specifically, 70 pathways were downregulated in the soleus muscle of E2‐treated mice, while 21 pathways were upregulated (Figure 2B and Table S2). 

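Genes of protein quality control, protein synthesis and energy metabolism were lower in OVX + E2 as groups, many of them by no more than other genes of like brightness, and lipid, steroid and complement genes of low signal were higher. Of 30 lists of 10 or more measured genes, 16 were lower, 5 higher and 9 neither. With a correlation between genes estimated from the data 6 of the 16 and 4 of the 5 kept their call, and after quantile normalization 2 of the 16 did. The study's KEGG lists are not used here, and the lists were written from textbook knowledge, many of them named after pathways of Table S2, which were chosen on these arrays and are no independent evidence of direction. Of 76 genes of oxidative phosphorylation 73 were below 0, with a median log2 difference of −0.14, and 27 passed when adjusted over the list alone, among them Cox10 (−0.30, heme A synthesis) and the complex I genes Ndufa2 (−0.22), Ndufv3 (−0.23) and Ndufs5 (−0.18). Of 34 aminoacyl-tRNA synthetases 27 were below 0 (median −0.10) and 8 passed when adjusted over the list alone, led by Rars (−0.26), Aars (−0.18), Hars (−0.20) and Gars (−0.22). Of 76 genes of protein processing in the endoplasmic reticulum 60 were below 0 (median −0.13) and 5 passed, among them Ubxn1, Rad23b (−0.27), Sel1l (−0.28) and Stub1 (−0.32). Of 52 lysosomal genes 44 were below 0 (median −0.11) and 3 passed, Atp6ap1 (−0.29), Ctsa (−0.23) and Man2b1 (−0.18). Of 34 SNARE genes of vesicle fusion 26 were below 0 (median −0.07) and Stx6 (−0.20) passed. Of 34 genes of autophagy 32 were below 0 (median −0.10) and 2 passed, Wipi1 (−0.29) and Map1lc3a (−0.28). Of 54 deubiquitinating enzymes 42 were below 0 (median −0.10) and 4 passed, Otud7b (−0.27), Usp22 (−0.21), Usp2 (−0.31) and Bap1 (−0.22). Of 25 glycolytic genes 21 were below 0 (median −0.13) and of 45 measured cytosolic ribosomal proteins 40 were (median −0.13), and none passed when adjusted over the list alone, with 9 lower glycolytic genes, and 16 lower and 2 higher ribosomal ones, at an unadjusted p under 0.05 from limma. The share of random lists of like brightness with a median as low was 0.90 for oxidative phosphorylation, 0.55 for the synthetases, 0.53 for ribosomal proteins, 0.39 for autophagy, 0.38 for glycolysis and 0.30 for SNARE genes, and it was 0.089 for the endoplasmic reticulum list, 0.048 for the lysosome and 0.035 for deubiquitinating enzymes. The lists that were higher had median differences of 0.03 for arachidonic and linoleic acid metabolism (37 of 54 genes above 0), 0.02 for steroid hormone and bile acid biosynthesis (26 of 42), 0.05 for complement and coagulation (43 of 59) and 0.06 for phototransduction (15 of 21). None of their genes passed when adjusted over the list alone, with 4, 3, 8 and 4 higher and 3, 2, 0 and 1 lower at an unadjusted p under 0.05 from limma. Pla2g2e (0.15), Cyp7a1 (0.12), Fgg (0.15) and Rgs9 (0.14) were among the higher ones, and Lta4h (−0.19), Ptges2 (−0.18) and Cbr1 (−0.15) of the arachidonic list, Hsd17b12 (−0.21) and Scp2 (−0.15, though above 0 after cyclic loess and quantile normalization) of the steroid list and Gngt1 (−0.16) of phototransduction were lower. The share of random lists of like brightness with a median as high was 0.11, 0.30, 0.0006 and 0.012. Their median levels were 6.66 to 6.86, near the median of the array, where signal was not told apart from background here. Pla2g2e, Cyp7a1, Fgg and Rgs9 measured 6.69, 6.29, 6.37 and 6.30 in OVX, against 6.66 for the heart-restricted gene Nppa. Whether these genes are expressed in this muscle at all was not tested. The arachidonic and steroid lists were neither after median centring (exact permutation p = 0.25 and 0.35), and the arachidonic list was neither after quantile normalization (p = 0.15). Among bright probe sets the steroid list turned and was called lower (16 genes, median −0.03, exact permutation p = 0.10), the complement list lost its call (27 genes, median 0.02, p = 0.30), the arachidonic list kept it (25 genes, p = 0.10) and phototransduction had 7 genes left, too few to test. A list of 28 genes of the muscle atrophy programme was neither (median −0.10, exact permutation p = 0.15), and it was lower with the brightest probe set per gene (median −0.11, p = 0.05), without OVX replicate 2 (p = 0.10) and by camera with a preset correlation (p = 0.021), while its median was 0.02 after quantile normalization. Each list was tested as the sum of its genes' t values over the square root of their number, with 1 probe set per gene. The sum was compared with that of all 20 labelings of the arrays (exact permutation test, one-sided, smallest p = 0.05). A list was called lower or higher at p of 0.10 or less, as in the paper's threshold. Both directions were tried with no correction over the 30 lists, so chance alone can call some of them. Many lists also share the dependence on brightness, so their calls are not independent findings. The p was 0.05 for each called list above except glycolysis (0.10). With the estimated correlation, camera gave p = 0.087 for oxidative phosphorylation, 0.030 for the synthetases, 0.072 for the endoplasmic reticulum list, 0.051 for the lysosome and 0.081 for SNARE genes. With that estimated correlation p was above 0.10 for autophagy (p = 0.12), deubiquitinating enzymes (p = 0.19), glycolysis (p = 0.11), ribosomal proteins (p = 0.17) and steroid hormone and bile acid biosynthesis (p = 0.11), and it was 0.060, 0.031 and 0.054 for the other higher lists in the order given. After cyclic loess 7 of the 16 lower lists and 5 of the 5 higher lists kept their call, and the median of oxidative phosphorylation turned to 0.01. After quantile normalization the medians of oxidative phosphorylation, the synthetases and SNARE genes were 0.01, 0.01 and 0.003. Leaving out 1 array, where the smallest p is 0.10, ended the call of deubiquitinating enzymes and ribosomal proteins (without OVX + E2 replicate 3), glycolysis (without OVX + E2 replicate 1 or 3), autophagy (without OVX + E2 replicate 1), the steroid list (without OVX replicate 2) and the arachidonic list (without OVX replicate 2, OVX replicate 3 or OVX + E2 replicate 2). From its pathway counts the paper states that most of the regulated pathways were downregulated with E2.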

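Subunits of the proteasome, the complex that degrades ubiquitin-tagged proteins, were lower in OVX + E2. Of 40 measured subunits 38 were below 0, with a median log2 difference of −0.20 (SD over the genes 0.11). Psmb6 and Psmb5, catalytic subunits of the 20S core, differed by −0.26 and −0.25, Psmc4, an ATPase of the 19S particle, by −0.22, and Psmd3 and Psmd11, of the 19S lid, by −0.28 and −0.26, and these 5 had an unadjusted p of 0.001 or less. After cyclic loess these 5 differed by −0.11, −0.11, −0.08, −0.13 and −0.12 and none passed at 0.001. Psma7, of the 20S outer ring, differed by −0.20 (standard error 0.060, exact permutation p = 0.1). When adjusted over the list alone 17 subunits were lower and none was higher, and over all genes 0 passed from limma, with 22 at an unadjusted p under 0.05. Genes of ubiquitin-mediated proteolysis, the enzymes that attach ubiquitin, moved in both directions. Of 122 measured genes 96 were below 0 and 26 above, with a median of −0.10 (SD over the genes 0.15). When adjusted over the list alone 17 were lower and 1 was higher, and over all genes 0 passed, with 42 at an unadjusted p under 0.05. The lower ones include Fbxw7 (−0.27), which recognises substrates of the SCF ligase, the conjugating enzymes Ube2h (−0.25) and Ube2s (−0.48), Elob (−0.28) and Ddb1 (−0.24), and the higher one is Cdc20 (0.15), an activator of the anaphase-promoting complex. Prpf19, a ligase of the spliceosome, stood highest at 0.59 and did not pass (adjusted p = 0.0753 over the list alone, from limma). Both lists had the smallest p that the 20 labelings allow (exact permutation test, one-sided p = 0.05). With an estimated correlation camera gave p = 0.034 for the proteasome and p = 0.13 for ubiquitin-mediated proteolysis, whose call is then lost. Of 10000 random lists of genes of like brightness, a share of 0.0014 had a median as low as the proteasome's and 0.001 as low as that of ubiquitin-mediated proteolysis, the middle of the random medians being −0.14 and −0.06. After cyclic loess the medians were −0.04 (exact permutation p = 0.10) and −0.05 (p = 0.05), and after quantile normalization −0.02 (p = 0.15, no longer called) and −0.04 (p = 0.10). With the probe set per gene chosen from the deposited values, an alternative chosen after seeing the data, the proteasome kept its call after cyclic loess (median −0.06) and after quantile normalization (median −0.04, exact permutation p = 0.05 in both). Both lists were chosen by the study on these arrays, so their direction is not independent evidence.

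**Figure D4:**
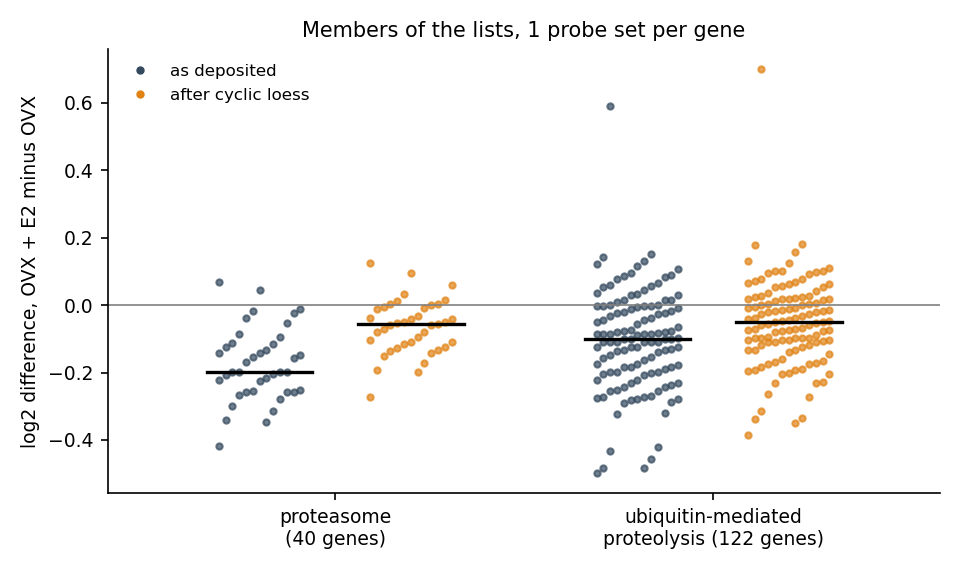
Log2 difference between OVX + E2 and OVX (vertical axis) for each measured gene of the proteasome list (40 genes) and the ubiquitin-mediated proteolysis list (122 genes), as deposited in dark blue and after cyclic loess in orange, with the same probe set per gene in both and a bar at the median. The medians move from −0.20 to −0.06 for the proteasome and from −0.10 to −0.05 for ubiquitin-mediated proteolysis.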

Proteasome and ubiquitin‐mediated proteolysis were two of the downregulated pathways in the E2 group (Figure 2C).

### 3.4 Assessment of Selected Candidates in TA Muscle of Ovariectomized Mice

To validate the robustness and confirm the biological relevance of our findings, we aimed at assessing whether the E2‐dependent gene regulation in soleus muscle occurs also in TA muscle. 

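Of the genes Fbxw7, Psmb6, Ube2h, Ubxn1, Nfkbia and Bnip3, 5 were lower on the OVX + E2 arrays of soleus and Bnip3 was not. Fbxw7, whose product recognises proteins for ubiquitination, measured 8.64 ± 0.028 in OVX and 8.36 ± 0.049 in OVX + E2 (SD, n = 3 each), a fold of 0.828. Its gene lies on chromosome 3 from 84814990 to 84979198 (GRCm38.p6, as for all genes given here). Psmb6, a catalytic proteasome subunit on chromosome 11 from 70525324 to 70527858, measured 10.22 ± 0.042 and 9.96 ± 0.028 (SD, n = 3 each), a fold of 0.836. Ube2h, a ubiquitin-conjugating enzyme on chromosome 6 from 30211289 to 30304539, measured 9.96 ± 0.080 and 9.71 ± 0.0068 (SD, n = 3 each), a fold of 0.839. Ubxn1, which binds ubiquitinated proteins and the segregase p97, lies on chromosome 19 from 8871548 to 8875666 and measured 10.12 ± 0.11 and 9.73 ± 0.058 (SD, n = 3 each), a fold of 0.763. Nfkbia, an inhibitor of NF-κB on chromosome 12 from 55489409 to 55492647, measured 9.68 ± 0.21 and 9.20 ± 0.23 (SD, n = 3 each), a fold of 0.716. Bnip3, a protein of mitophagy and cell death on chromosome 7 from 138890836 to 138909506, measured 12.65 ± 0.14 and 12.67 ± 0.044 (SD, n = 3 each), a fold of 1.01. The unadjusted p from limma was 2.70e-04 for Fbxw7, 3.06e-04 for Psmb6, 4.64e-04 for Ubxn1, 0.00105 for Ube2h, 0.00970 for Nfkbia and 0.802 for Bnip3. The OVX and OVX + E2 arrays did not overlap for any of the 5 lower genes (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow), and for Bnip3 the same test gave p = 0.9. After cyclic loess the log2 difference was −0.16 for Fbxw7, −0.11 for Psmb6, −0.11 for Ube2h, −0.24 for Ubxn1, −0.34 for Nfkbia and 0.16 for Bnip3. The paper ties the choice of Fbxw7, Psmb6, Ube2h and Ubxn1 to pathways found on these arrays and to its hypothesis. Their direction here is therefore no independent evidence. The paper added Bnip3 for apoptosis and Nfkbia for inflammation. Of the 6 genes 3 passed at 0.001 as deposited. None passed after cyclic loess or quantile normalization, with a variance trend, or without OVX + E2 replicate 1 or 3.

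**Figure D5:**
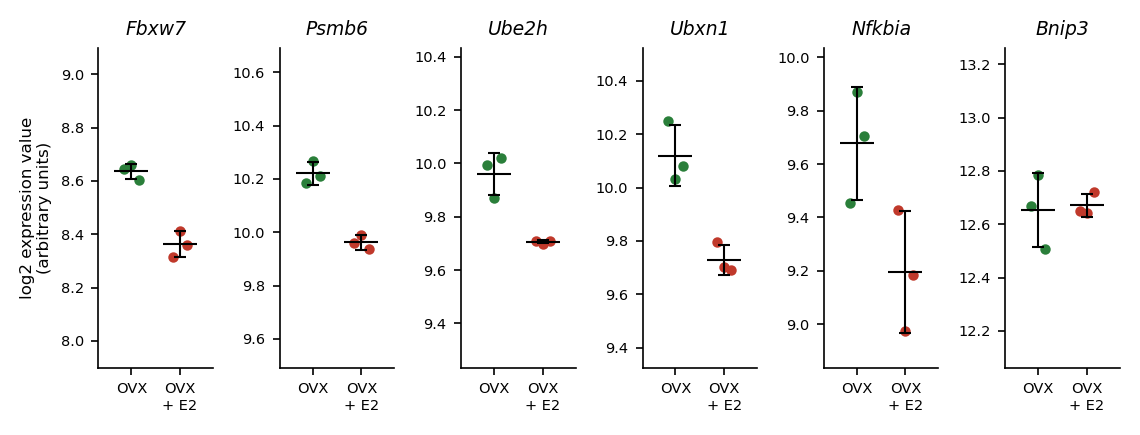
Log2 expression value (vertical axes, arbitrary units, each spanning the same range) of the 6 genes on the OVX arrays (green) and the OVX + E2 arrays (red), each point an array with replicates 1, 2 and 3 from left to right, the horizontal line the mean and the bars the SD over 3 arrays. All 3 points of OVX lie above all 3 of OVX + E2 for Fbxw7, Psmb6, Ube2h, Ubxn1 and Nfkbia, and the points of Bnip3 overlap.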

Due to the regulation of proteasome and ubiquitin‐mediated proteolysis genes and pathways identified by our whole transcriptome analysis and based on our initial hypothesis, we primarily selected candidates within these biological processes (i.e., *Fbxw7*, *Psmb6*, *Ube2h* and *Ubxn1*), as well as a pro‐apoptotic (*Bnip3*) and an inflammatory factor (*Nfkbia*), for validation of the high‐throughput data by measuring their levels with quantitative real‐time RT‐PCR. In line with the transcriptomic data on soleus muscle, the expression of all selected genes was reduced in the TA muscle of OVX + E2 compared with OVX mice, whereby statistical significance was reached for three of the six genes, that is, *Ube2h*, *Psmb6* and *Nfkbia* (Figure 3).

**FIGURE 3:**
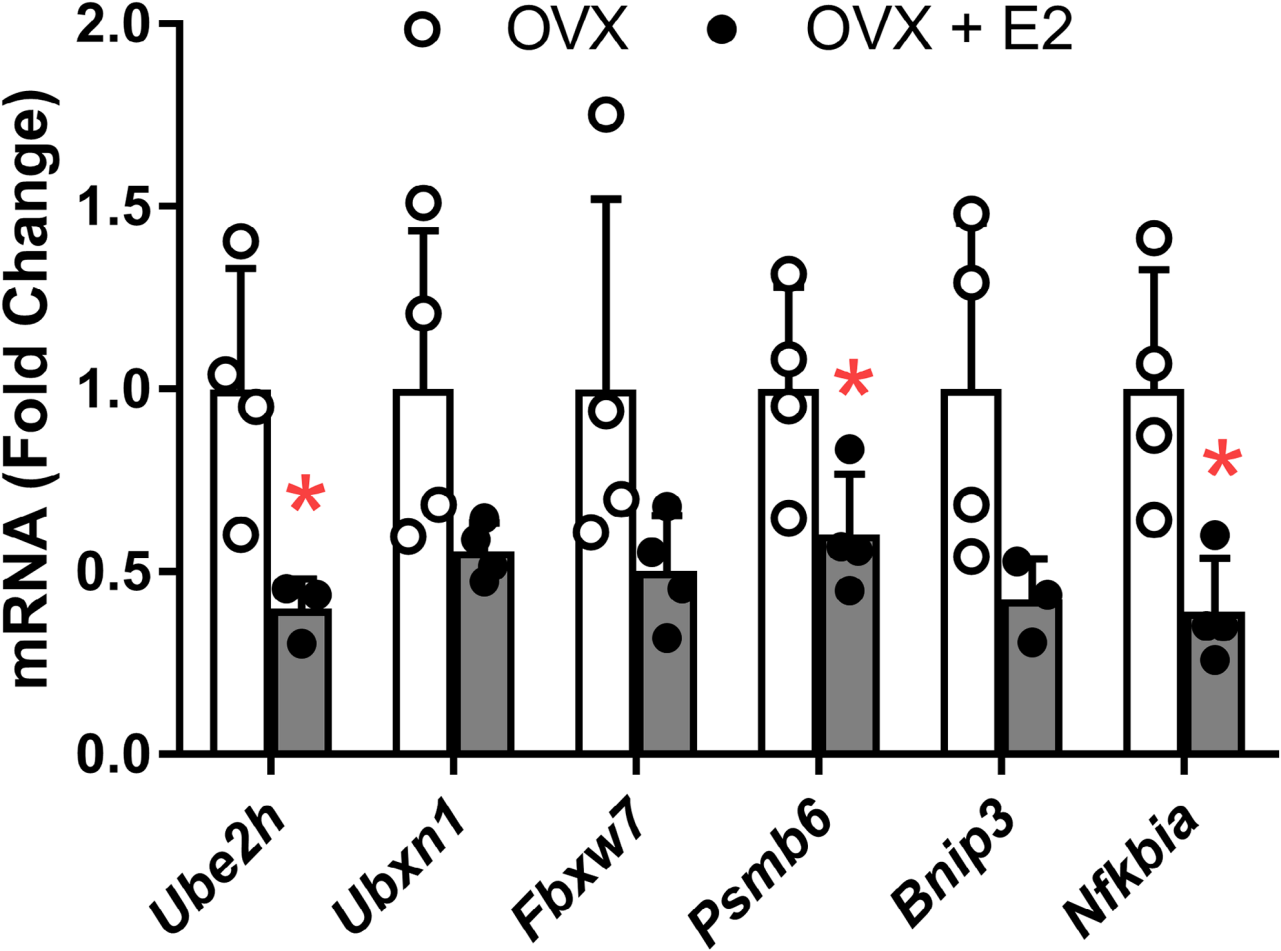
Expression of selected genes by quantitative real‐time RT‐PCR in tibialis anterior muscle of ovariectomized mice (OVX) and ovariectomized mice treated with E2 (OVX + E2). Each data point is a sample from an individual mouse. Data are mean ± SD; *p ≤ 0.05.

To determine if the changes detected in mRNA corresponded to changes in protein, the content of three proteasomal proteins was measured by immunoblot. While the content of PSMA7 was not affected by E2 treatment (*p* = 0.593), PSMB5 and PSMD11 were 15% lower in TA muscle from OVX + E2 than OVX mice (*p* ≤ 0.045; Figure 4), supporting the transcriptomic results.

**FIGURE 4:**
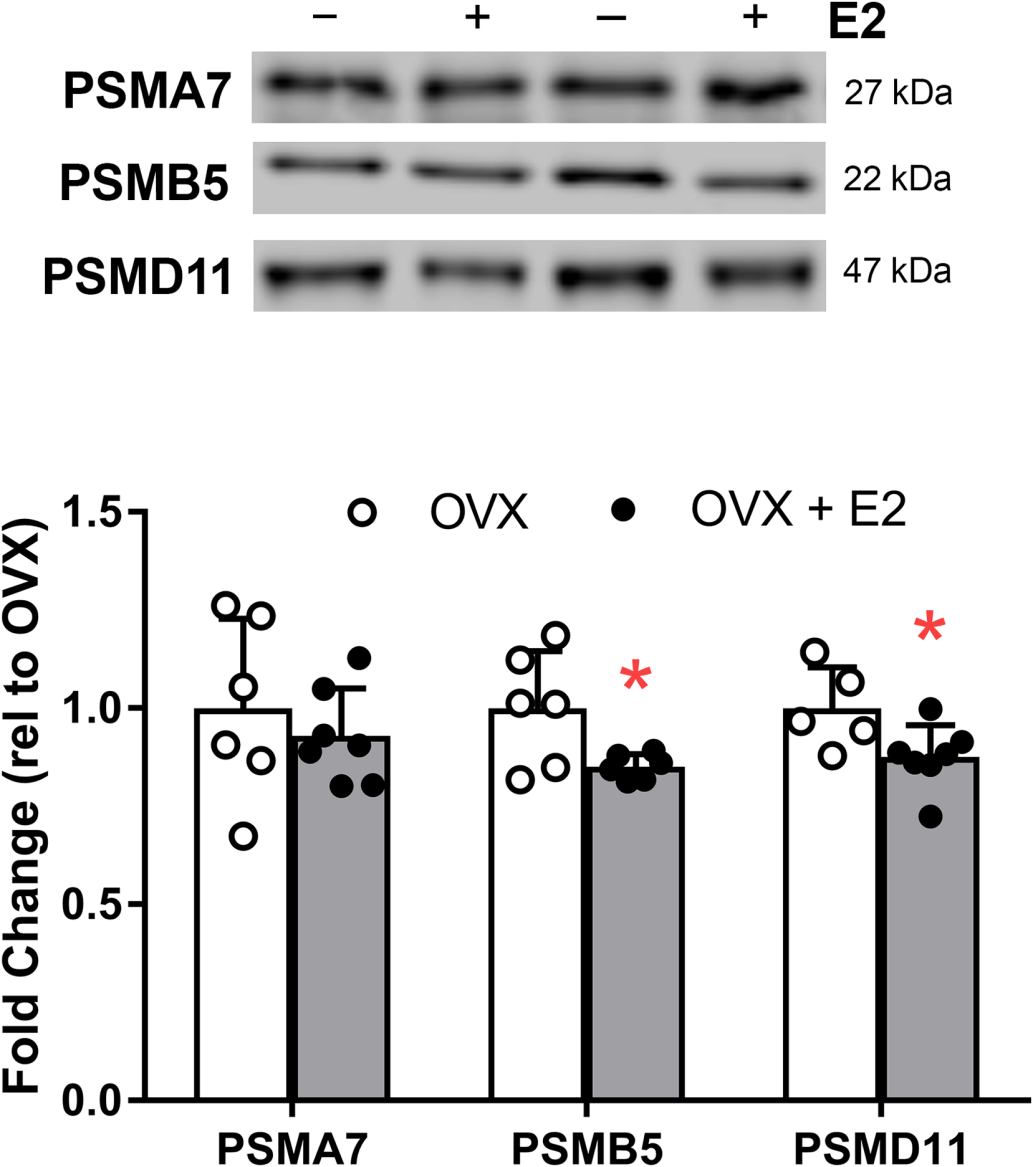
Representative Western blot images and quantification of proteasome‐related proteins in tibialis anterior muscle of ovariectomized mice (OVX) and ovariectomized mice treated with E2 (OVX + E2). Each data point is a sample from an individual mouse. Data are mean ± SD; *p ≤ 0.05.

### 3.5 Effects of E2 on Ubiquitination in TA Muscle of Ovariectomized Mice

Based on the overall repression of ubiquitin‐proteasomal mediators by E2, we hypothesized that total ubiquitination of muscle proteins in OVX + E2 mice would be decreased. Accordingly, the overall content of ubiquitinated proteins was significantly lower in TA muscles from OVX + E2 compared with OVX mice (*p* = 0.039; Figure 5).

**FIGURE 5:**
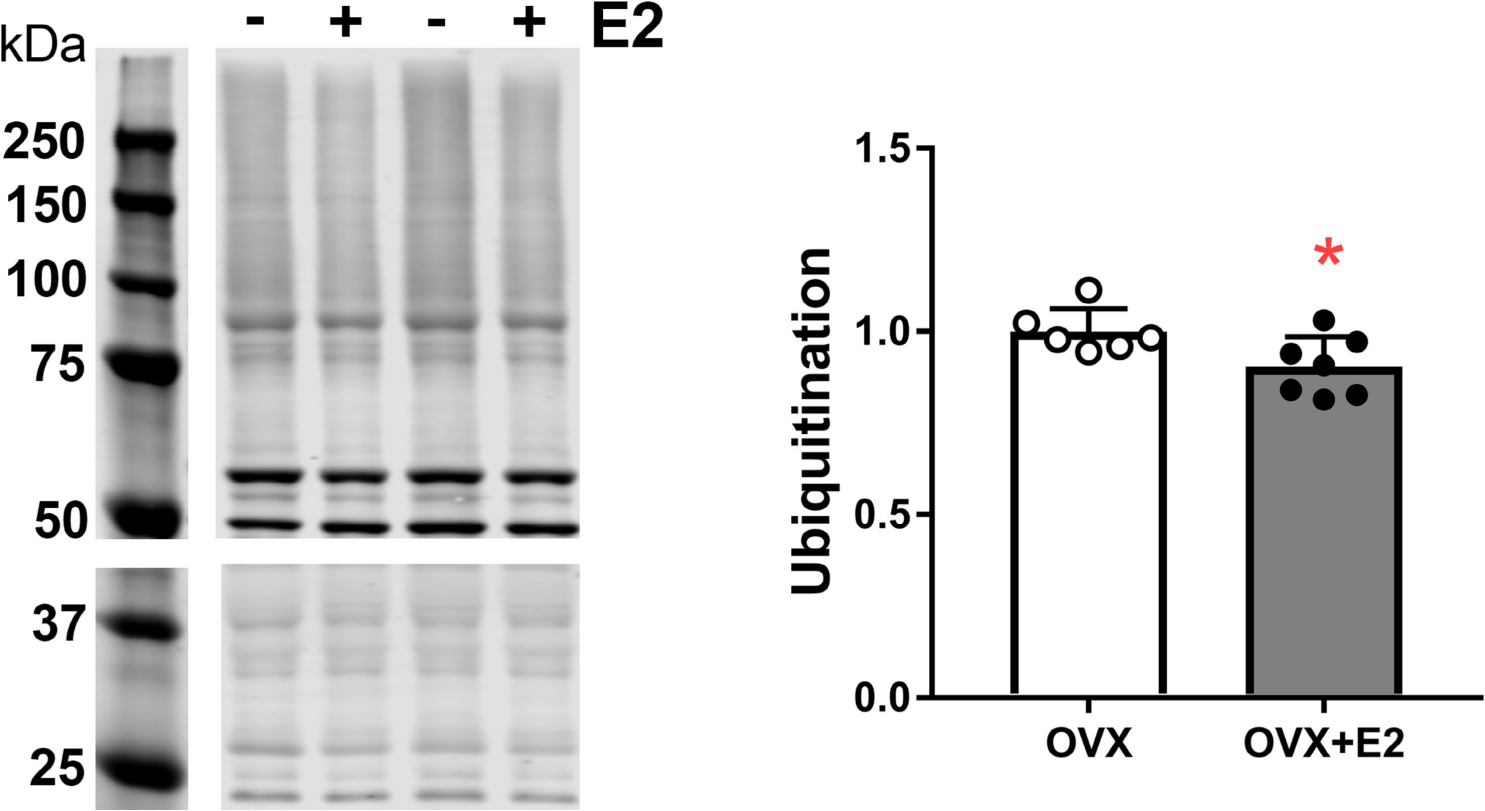
Representative Western blot images and quantification of ubiquitinated proteins in tibialis anterior muscle of ovariectomized mice (OVX) and ovariectomized mice treated with E2 (OVX + E2). Protein bands from 50 to 250 kDa were quantified on 8% gels (top) and bands from 20 to 50 kDa were quantified on 12% gels (bottom). Each data point is a sample from an individual mouse and represents the sum of band densities from 20 to 250 kDa. Data are mean ± SD; *p ≤ 0.05.

### 3.6 Involvement of ERα in the Regulation of Selected Genes

On the basis that ERα is the predominant ER in skeletal muscle and that E2 signals through ERα to affect muscle contractility [17], we conducted three experiments to determine the mechanistic extent that the E2/ERα axis is necessary for the regulation of ubiquitin‐ and proteasome‐related mediators. First, we performed a computational analysis for EREs in the promoter region of the selected genes, *Fbxw7*, *Psmb6*, *Ube2h*, *Ubxn1*, *Bnip3* and *Nfkbia*. Our analysis revealed that four of these genes have at least one ERE, that is, *Psmb6*, *Ube2h*, *Bnip3* and *Nfkbia* (Figure 6). In particular, three EREs with high binding affinity were found in the promoter region of *Nfkbia*, two in *Ube2h* and *Bnip3*, and one ERE was found in the promoter region of *Psmb6*. These data indicate that the putative ERE might play an important role in the repression of those genes by E2.

**FIGURE 6:**
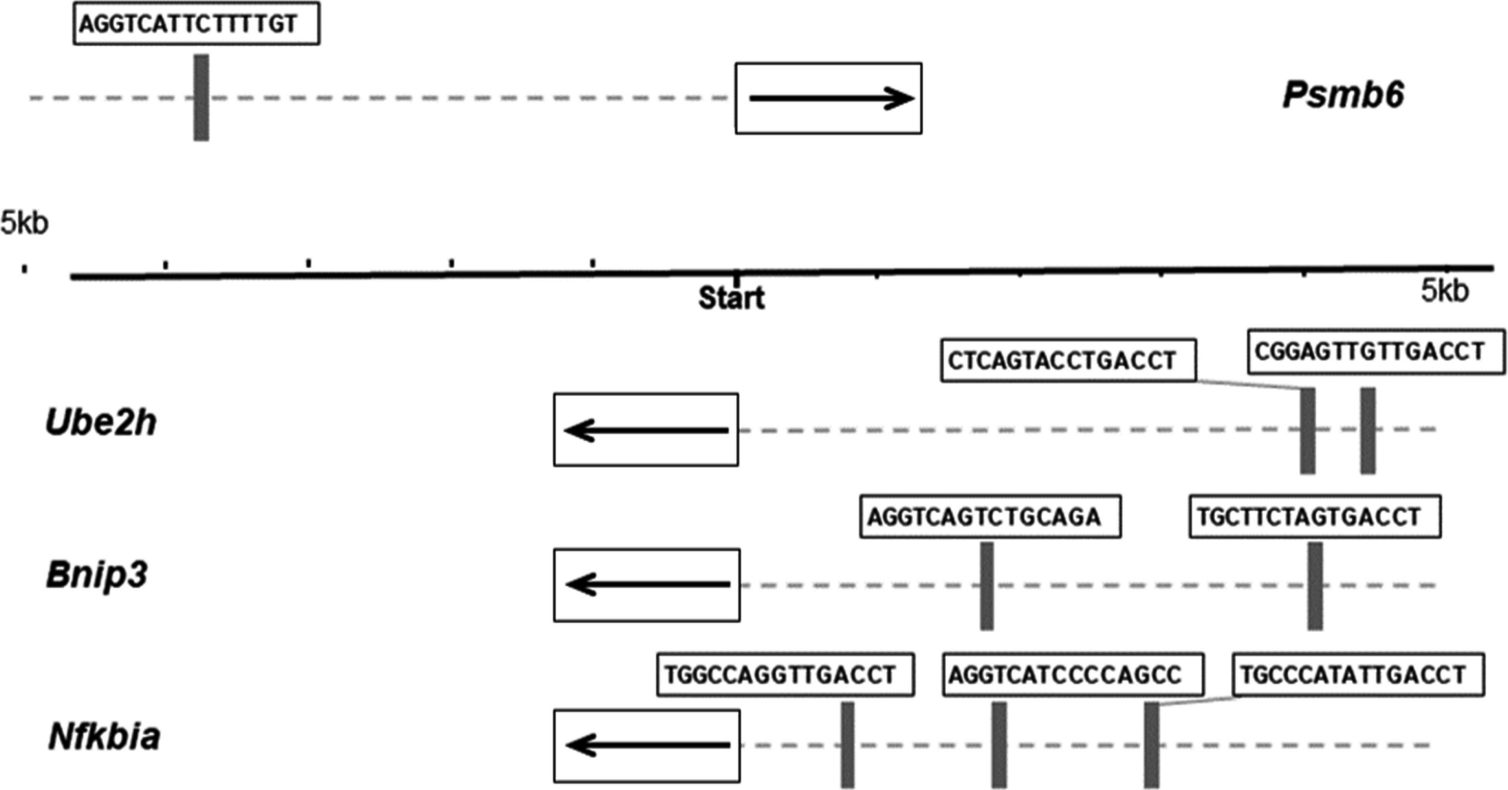
Computational detection of estrogen response elements (EREs). ERE detected in four of six target genes. ER‐binding regions are indicated by the vertical grey rectangles, with the corresponding predicted ER‐binding sequences directly above in white boxes.

Next, we compared the expression of these six genes in TA muscles of wild‐type (skmERαWT) mice and mice with skeletal muscle‐specific deletion of ERα (skmERαKO), with both groups having their ovaries intact and thus endogenous E2 in circulation. There was no significant difference in the expression of five selected genes between muscle from skmERαWT and skmERαKO mice (Figure 7A). The expression of *Ube2h* was significantly higher in skmERαKO compared with skmERαWT mice (*p* = 0.023). These data provide some additional evidence that the effects of E2 on these genes in skeletal muscle are mediated through ERα.

**FIGURE 7:**
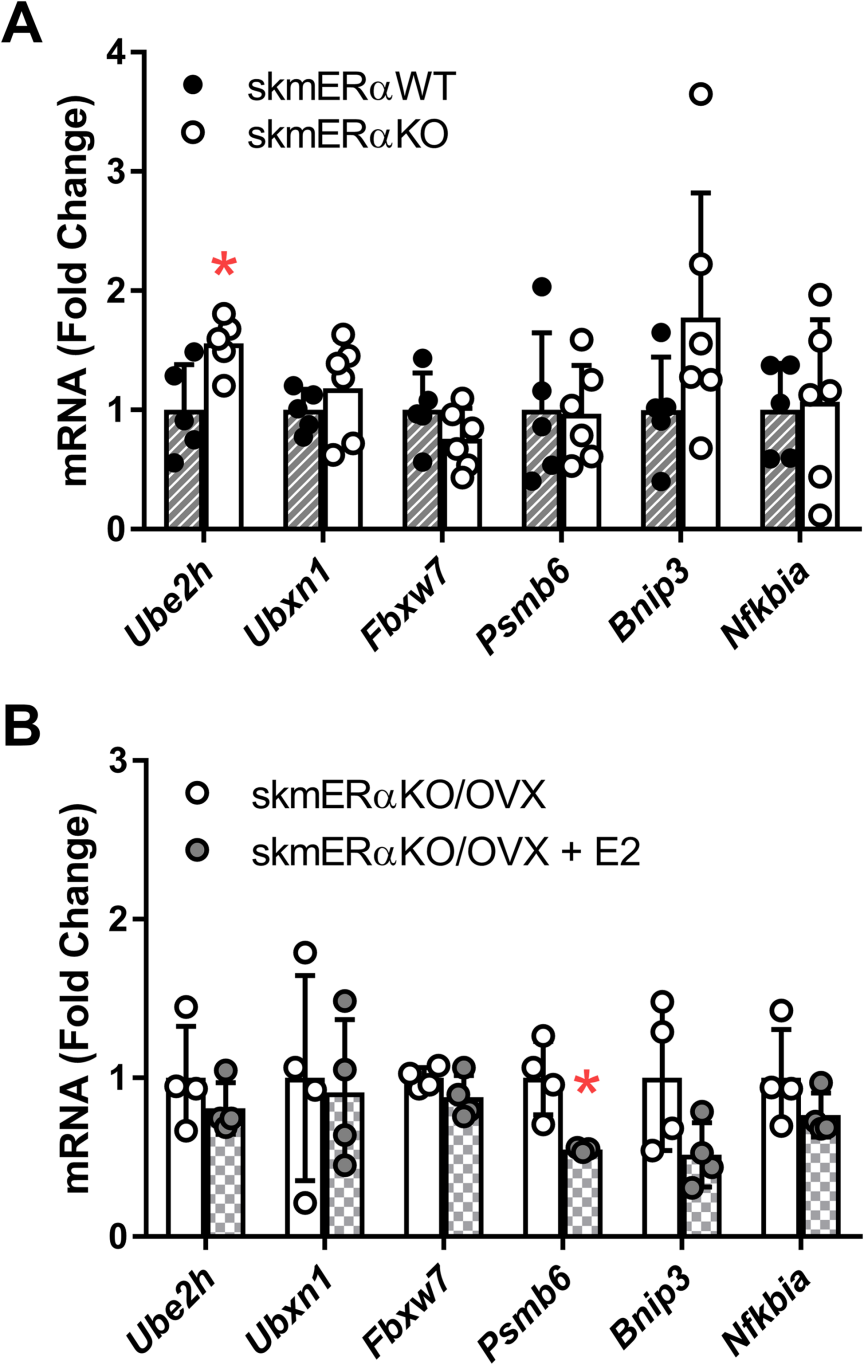
Expression of selected genes by quantitative real‐time RT‐PCR of tibialis anterior muscle from (A) ERα skeletal muscle knockout (skmERαKO) compared with wild‐type (skmERαWT) mice and from (B) skmERαKO mice, ovariectomized and treated with placebo or E2. Each data point is a sample from an individual mouse. Data are mean ± SD; *p ≤ 0.05.

In our third line of experimentation, skmERαKO mice were ovariectomized and treated with placebo or E2. There was no significant difference between skmERαKO/OVX and skmERαKO/OVX + E2 mice for five of the six genes assessed (Figure 7B). These results provide further evidence that E2 requires ERα to repress the expression of the selected ubiquitin‐proteasome genes in the skeletal muscle of female mice.

## 4 Discussion

In the present study, we investigated the effects of E2 on global gene expression in the skeletal muscle of ovariectomized mice. To our knowledge, this is the first study reporting genome‐wide effects of E2 in the skeletal muscle of female mice, identifying previously unrecognized targets of E2 in this tissue. Importantly, we found that the regulation of selected candidates by E2 occurs in both soleus and TA muscles (Figures 2 and 3). Of note, the expression of the vast majority of the genes and pathways was downregulated in response to the E2 treatment, some of which included the proteasome and ubiquitin‐mediated proteolysis pathways. Our subsequent targeted validation of a selected group of candidates related to the ubiquitin‐proteasome pathway suggests a mechanism through which E2 via ERα may function as an anti‐catabolic sex hormone in female skeletal muscle.

The ubiquitin‐proteasome system is an important regulator of skeletal muscle protein homeostasis, affecting muscle mass through the crosstalk between anabolic and catabolic pathways [31]. To date, many studies of the ubiquitin‐proteasome pathway in skeletal muscle have involved aged rodents. As reviewed previously, studies on skeletal muscle have revealed mixed results in regard to changes in the levels of ubiquitin ligases (MuRF1 and atrogin), total ubiquitin, as well as in proteasome content and activity with aging [32]. The majority of such studies used only males or did not report sex; the ubiquitin‐proteasome pathway in skeletal muscle of female rodents has received little investigation. Moreover, a limited number of studies have specifically examined the effects of E2 on ubiquitin and proteasome in muscle. In the soleus muscle of young ovariectomized mice, E2 treatment resulted in a decreased level of ubiquitinated proteins [33], consistent with the findings presented here on overall ubiquitination in TA muscle of ovariectomized mice (Figure 5).

We found that pathways and mediators of the ubiquitin‐proteasome system were relatively high in the skeletal muscle of ovariectomized mice, and E2 treatment was repressive (Figures 2, 3, 4). For example, gene or protein levels of proteasome subunits were repressed in the muscle of E2‐treated mice as were ubiquitin‐related genes. In addition to the cascade of enzymes responsible for conjugating ubiquitin to proteins targeting them for degradation, deubiquitinating enzymes called ubiquitin‐specific peptidases (USPs) also moderate the ubiquitin‐proteasome system. By removing ubiquitin from proteins, USPs may rescue them from degradation. Notably, administration of E2 to ovariectomized mice increased gene expression and protein content of deubiquitinating enzyme USP19 in gastrocnemius and soleus muscles [34]. These collective results suggest that E2 may exert beneficial effects on skeletal muscle by suppressing the ubiquitin and proteasome pathways and thus acting as an anti‐catabolic sex hormone in female mice.

Of clinical relevance, a transcriptomic study on skeletal muscle of healthy women at menopause with and without estrogen‐based hormone therapy showed significant regulation of the ubiquitin‐proteasome system indicating catabolic protection [35]. Similarly, gene expression of ubiquitin E3 ligases, MuRF1 and MAFbx, and associated transcription factor FOXO3A was suppressed in muscle from women taking hormone therapy compared with women not on hormone therapy [36]. Furthermore, early postmenopausal women given E2 treatment had decreased protein content of MuRF1 compared with placebo treatment [37]. Consequently, the evidence from the muscle of women indicates that E2‐dependent downregulation of these pathways may be a protective mechanism against atrophy, consistent with our present results in the muscle of female mice.

Overall, a major route of action for E2 in skeletal muscle is through ERα, and here, we explored this notion in view of the ubiquitin‐proteasome system. Our computational analysis revealed that the presence of the putative ERE might play an important role in the repression of the selected genes by E2 (Figure 6). Experiments in skmERαWT and skmERαKO mice with intact ovaries and in ovariectomized skmERαKO mice treated with placebo or E2 suggest that E2 requires ERα to repress the expression of the selected ubiquitin‐proteasome genes in skeletal muscle (Figure 7). Consistent with this idea, ERα knockdown in muscle led to a decrease in the gene expression of deubiquitinating enzyme USP19 [33]. Interestingly, in the aorta and heart, there is a putative repressive role of gene expression for ERβ [38].

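Pde4dip, a scaffold protein of the Golgi and centrosome, had the lowest fold between OVX + E2 and OVX soleus of the probe sets at an unadjusted p of 0.001 or less, a log2 difference of −0.50, while another of its probe sets stood at 0.17. Pura, a DNA- and RNA-binding protein, followed with −0.46 (fold 0.725). Tnfrsf12a had the highest fold, with a 95% confidence interval of 0.25 to 0.59 for its log2 difference. The interval was −0.35 to −0.16 for Psmb6, −0.37 to −0.18 for Fbxw7 and −0.54 to −0.24 for Ubxn1. For Bnip3 it was −0.15 to 0.19. Differences beyond 1 on the log2 scale were found for 12 probe sets, and none of the 12 passed at 0.001. Among them were fast-fibre genes such as Mybpc2 (−1.67), Actn3 (−1.57) and Pvalb (−1.51). OVX + E2 replicate 3 carries much of these differences. Mybpc2 measured 8.90 on it, against 11.95 and 10.60 on OVX + E2 replicates 1 and 2. Mybpc2, Actn3 and Pvalb were all lowest on that array and highest on OVX replicate 3. The median residual SD of a probe set was 0.061. In simulated arrays with the spread of these arrays, limma at 0.001 found 46.3% of 67 probe sets lowered by 0.3 on the log2 scale, 85.1% of 67 lowered by 0.6 and 93.9% of 66 lowered by 1, and 0.111% of 44901 unchanged probe sets passed. At an adjusted p under 0.05 the shares found were 23.9%, 73.1% and 90.9%. On the real arrays many probe sets vary together, the first principal component holding 48.4% of the variance. How far the simulated shares hold for such arrays, or for dim probe sets, was not tested.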

A limitation of our study is that the sample size was rather small in some experiments, and the effects of E2 on gene expression were not large. However, small fold changes due to E2 effects have been previously encountered [21, 38]. Further, the consistency of our experimental procedures and data supports the validity of the biological relevance of our findings. It has been previously demonstrated that small quantitative differences in the amount of RNA can have relevant qualitative effects at a functional level in striated muscle [21]. It may also be interesting to measure the effect of E2 on proteasome activity, which was not included in the present experimental design. Other caveats of our study include dose, administration and duration of E2 treatment compared with previous studies [33, 34], which could account for any inconsistent results. Importantly, however, our E2 dosing regimen resulted in serum E2 levels representing physiological levels in mice during proestrus (Figure 1). Further studies manipulating the putative E2 targets identified here will be necessary to investigate downstream effects of E2 on skeletal muscle, particularly on how E2 affects proteasome and ubiquitin‐mediated proteolysis pathways to contribute to the regulation of skeletal muscle mass and ultimately strength. Given that there are sex differences in ubiquitin content in skeletal muscle between young adult male and female mice [33] and that sex‐biased effects of E2 occur in the heart muscle [21, 39], it would be interesting for future studies to directly compare the effects of E2 between the sexes. In addition to sex, other factors, such as specific muscle type, age [7, 40] or genetic background [23], might contribute to differences in E2 responses between muscle from males and females and should therefore also be considered in future studies. Lastly, the inclusion of an ovary‐intact control group would have allowed for insights into E2 potentially mediating ovariectomy‐induced changes back to control/intact levels.

In conclusion, this study provides insight into mechanistic pathways regulated by E2 in skeletal muscle that may be protective against menopause‐related loss of muscle mass and strength. Specifically, regulation of ubiquitin‐proteasome mediators appears to be mediated, at least in part, by the E2/ERα axis in the skeletal muscle of adult females.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1.** Genes.

**Table S2.** Pathways.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Transcriptomic Profiling Reveals 17β‐Estradiol Treatment Represses Ubiquitin‐Proteasomal Mediators in Skeletal Muscle of Ovariectomized Mice
**Source:** J Cachexia Sarcopenia Muscle. 2025 Jan 25;16(1):e13698. doi: 10.1002/jcsm.13698
**Supplement:** Supplementary file 1 — Table S1. Genes.

**Supplementary Table 1. Genes**

# Supplementary material for: Transcriptomic Profiling Reveals 17β‐Estradiol Treatment Represses Ubiquitin‐Proteasomal Mediators in Skeletal Muscle of Ovariectomized Mice
**Source:** J Cachexia Sarcopenia Muscle. 2025 Jan 25;16(1):e13698. doi: 10.1002/jcsm.13698
**Supplement:** Supplementary file 2 — Table S2. Pathways.

**Supplementary Table 2. Pathways**

| **Induced in E2-treated mice** | | |
| --- | --- | --- |
| **ID** | **Name** | ***P* value** |
| X00120 | Primary bile acid biosynthesis | 0.05 |
| X00140 | Steroid hormone biosynthesis | 0.05 |
| X00565 | Ether lipid metabolism | 0.05 |
| X00590 | Arachidonic acid metabolism | 0.05 |
| X00591 | Linoleic acid metabolism | 0.05 |
| X00592 | alpha-Linolenic acid metabolism | 0.05 |
| X00982 | Drug metabolism - cytochrome P450 | 0.05 |
| X04020 | Calcium signaling pathway | 0.05 |
| X04060 | Cytokine-cytokine receptor interaction | 0.05 |
| X04080 | Neuroactive ligand-receptor interaction | 0.05 |
| X04610 | Complement and coagulation cascades | 0.05 |
| X04640 | Hematopoietic cell lineage | 0.05 |
| X04672 | Intestinal immune network for IgA production | 0.05 |
| X04744 | Phototransduction | 0.05 |
| X04930 | Type II diabetes mellitus | 0.05 |
| X04972 | Pancreatic secretion | 0.05 |
| X04974 | Protein digestion and absorption | 0.05 |
| X04975 | Fat digestion and absorption | 0.05 |
| X04976 | Bile secretion | 0.05 |
| X05150 | Staphylococcus aureus infection | 0.05 |
| X05340 | Primary immunodeficiency | 0.05 |

How the deposited data were processed for this re-analysis (not part of the article)

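Expression was measured on 6 Affymetrix mouse genome arrays, 3 of OVX and 3 of OVX + E2, with 1 array per sample. The paper gives soleus as the tissue and the sample labels give left ventricle, and the samples were grouped by treatment alone, on which both say the same. The authors background-corrected the scans, normalized them with variance stabilization and normalization, and summarised the probes of each probe set by median polish, in R 2.14.2, and deposited log2 values in arbitrary units. This scale is close to log2 of the signal for bright probe sets and compresses differences of dim ones. All later steps started from these deposited log2 values, with no further normalization in the leading results. Arrays have no read depth, and the number of arrays limits the precision. Probe-level scans, background levels and detection calls were not used here.

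Probe sets were named by the platform's annotation. Of the probe sets 34958 had 1 gene symbol, 932 several and 9211 none, and no gene was named from a probe set with several. Of the Entrez identifiers 34754 were found in the gene table of assembly GRCm38.p6, which changed 0 symbols and gave the gene positions. The 64 control probe sets stayed in the tests of probe sets, as the paper's methods remove them for the pathway step, and were left out of the gene lists.

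Each probe set was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with OVX + E2 minus OVX as the contrast and no covariate. The threshold was the paper's unadjusted p of 0.001, and Benjamini-Hochberg adjusted p-values were computed over all probe sets. For the gene lists, 1 probe set per gene was kept, the one with the largest interquartile range over the arrays, which left 18194 genes. A list of 10 or more measured genes was tested by the sum of its t values over the square root of its size, against all 20 labelings of the arrays. It was called at a p of 0.10 in either direction, with no correction over the lists. The 31 lists cover some of the pathways of Table S2, protein turnover, contraction, hormone targets, the cell types of muscle and genes restricted to heart or skeletal muscle. Erythroid markers had 5 measured genes, under the minimum, and were not tested. Besides the permutations, camera with a preset correlation of 0.01, camera with an estimated correlation, fry, and 10000 random lists drawn within 20 groups of like brightness were run.

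Named genes are those the paper's text names, the 10 probe sets with the smallest p in each direction among those at 0.001 that have a single symbol and no overlap between the groups, up to 4 members with the smallest p in each list, and the marker genes of heart, skeletal muscle and the cell types of muscle, such as Myh4, Actn3 and Mybpc2. The values of Table S1 had been seen when this rule was written. Pde4dip, Pura, Ints2, Zfhx3, Pvalb, Myoz1, Myoz2, Casq2, Csrp3, Ankrd2, Myh7b, Mss51, Adipoq, Ppargc1a, Prpf19, Ube2s, Cdc20, Cish, Cysrt1, Nsl1, Ell and Ltbp3 fall outside it and were chosen after their values were seen, and Actb is named as a control gene.

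The alternatives were quantile normalization, cyclic loess (3 iterations) and median centring of the deposited values, a filter that keeps probe sets brighter than the median, the replicate number as a block, an intensity trend of the variance, a plain unpaired test, array weights, removal of control probe sets, other set tests, another choice of probe set per gene, another linkage, the 1000 most variable probe sets, and leaving out each array in turn. Added after seeing the data were the fits without both arrays numbered 3, with the fast-fibre score as a covariate and with a threshold at the largest p of a Table S1 probe set, the 3 normalizations for the probe sets of Table S1, the normalizations with the probe set per gene chosen before them, and the lists of fast-fibre and slow-fibre genes with the part of the slow-fibre list below a mean of 13. The tests were tried on simulated data with the means and spreads of these arrays. In simulated arrays with a dependence of the difference on brightness and no other change, 270 probe sets passed at 0.001, 96.7% of them lower, and 48 after cyclic loess, 52.1% of them lower. The RT-qPCR and immunoblot measurements, the skmERαKO mice and the search for estrogen response elements were not analysed here.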

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

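The fit with the fast-fibre score, the normalized values with the probe sets chosen before normalization and the simulated runs described here were chosen only after the results they bear on were seen, and the set of hybridization controls was completed after its values were seen.

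Control probe sets that the paper does not report on showed a signal above that of the OVX arrays. The 18S rRNA probe sets were higher in OVX + E2 by 0.467 (3' part), 0.796 (5' part) and 0.384 (middle part), and they were higher after cyclic loess too (median 0.523). OVX + E2 replicate 3 carries much of this, with 8.49 at the 3' part against 7.81 and 7.84 on OVX + E2 replicates 1 and 2. Of the poly-A controls, Bacillus transcripts meant to be added to RNA before labelling, 26 of 27 probe sets were higher, and 5 of them had both no overlap between the groups and an unadjusted p under 0.05, a probe set each of LysX (0.202), PheX (0.161), ThrX (0.290), dap (0.392) and phe (0.154). OVX replicate 3 was the lowest array at each of the 5 and carries much of the difference, with 8.50 at the dap probe set against 9.03 and 9.08 on OVX replicates 1 and 2. Groups without overlap were found for 9 of the 27 poly-A probe sets, where chance gives 10% and all probe sets of these arrays 21.2%.

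The probe sets at an unadjusted p of 0.001 were nearly all lower with E2, and a difference that depends on brightness is a candidate explanation of that share. After cyclic loess 45.2% of the called probe sets were lower, and the hybridization controls, which are not mouse RNA, were lower by a median of −0.108, close to the −0.141 of mouse probe sets of like brightness, so hybridization or scanning stays open as a source of the shift. Fast-fibre content stays open as a source of the direction. With the fast-fibre score as a covariate 100% of the 7 called probe sets were lower, and 3 of them were among the 96. These are too few calls to decide, and the score itself differed between the groups by −0.75. RNA degradation stays open, since the 3' minus 5' difference separated the groups for 0 of the genes Gapdh and Actb (differences 0.055 and 0.078, exact permutation p = 0.9 and 0.5), but the overlap set beforehand as arguing against it excludes no small shift with 3 arrays per group in 2 genes near the top of the scale, and the 18S and poly-A controls moved with the groups. An effect of E2 on bright genes as a class stays open for a part of the shift only. It cannot lower bacterial transcripts added in fixed amounts, and these hybridization controls were lower in 18 of 18 probe sets (−0.158 to −0.046). These values argue against it as the whole of the shift, though they cover the controls alone. The poly-A controls, of lower signal, were higher in 26 of 27. Of the 10 splits of the arrays into 3 and 3 the real one called 96 probe sets and the highest other 97. With 2 splits at or above the real count, 10 splits are too few for a share under 0.05.

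The proteasome and ubiquitin-mediated proteolysis lists were lower by more than their brightness gives. The share of random lists of like brightness with a median as low was 0.0014 for the proteasome and 0.001 for ubiquitin-mediated proteolysis, which argues against the dependence on brightness as the whole of either shift. In 20 simulated runs with that dependence alone, the proteasome list was called lower in 20, in 2 after cyclic loess and in 1 after quantile normalization, and its share fell under 0.05 in 1 run (lowest 0.0386). The median of the proteasome list went from −0.20 (SD over genes 0.11) to −0.04 (SD 0.088) after cyclic loess and to −0.02 (SD 0.088) after quantile normalization, where its call ended with smaller differences at a like standard error (median over genes 0.078 before and 0.083 after) and with the probe set per gene chosen anew, since with the probe sets chosen before it the median was −0.04 (SD 0.080) and the call was kept (exact permutation p = 0.05). A remaining repression of these genes by E2 is a hypothesis that may hold for the part left after cyclic loess. The random lists do not carry the correlation between the genes of a list. The simulated runs, drawn from the means and spreads of these arrays, were not shown to carry it either. How often the dependence on brightness gives such shares with that correlation was not tested. With an estimated correlation camera gave p = 0.034 for the proteasome, and ubiquitin-mediated proteolysis lost its call (p = 0.13).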

How the results depend on the processing

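The threshold of 0.0014, the fits without both arrays numbered 3 and with the fast-fibre covariate, the normalizations of Table S1, those with the probe set per gene chosen beforehand and the settings of the slow-fibre genes were chosen only after the result was seen. Against 96 probe sets at 0.001 (89 lower, 7 higher), there were 31 after quantile normalization (9 lower, 22 higher), 31 after cyclic loess (14 lower, 17 higher), 164 after median centring (162 lower, 2 higher), 30 among bright probe sets (28 lower, 2 higher), 39 with the variance trend (21 lower, 18 higher), 37 without both arrays numbered 3 (37 lower, 0 higher), 7 with the fast-fibre covariate (7 lower, 0 higher) and 155 at the threshold of 0.0014 (144 lower, 11 higher). The plain unpaired test gave 67 higher. Leaving out 1 array gave 19 to 76 probe sets (18 to 76 lower, 0 to 6 higher), fewest without OVX + E2 replicate 3, and higher counts of 1 without OVX replicate 1, OVX + E2 replicate 2 or OVX + E2 replicate 3 and 0 without OVX replicate 3. Array weights and removal of the controls stayed within 1.5 times in each count, and no setting passed a probe set at an adjusted p under 0.05 from limma or the plain test. With the replicate number as a block 21 probe sets passed (18 lower, 3 higher) and 1 of the 6 selected genes. Same-numbered arrays deviated apart (correlations −0.13, −0.20 and −0.34 over probe sets), so the numbers do not pair the samples, and no array correlated best with its own number. Of the 6 selected genes 3 passed as deposited, 0 after quantile normalization, 0 after cyclic loess, 0 with the variance trend, 1 with the plain test and 0 to 2 without 1 array, lowest without OVX + E2 replicate 1 or 3. The proteasome list lost its call after quantile normalization (p = 0.15), though not with the probe set per gene chosen before it (p = 0.05), and ubiquitin-mediated proteolysis with an estimated correlation (p = 0.13), and both kept it in all other settings, also without both arrays numbered 3 (camera p = 2.53e-10 and 0.00937). Lists lower numbered 16, against 2 after quantile normalization, 7 after cyclic loess, 6 with an estimated correlation, 9 at a share of 0.10 or less against random lists (smooth muscle and pericyte markers and 8 of the 16, of which 7 are under 0.05) and 10 to 18 without 1 array (10 without OVX + E2 replicate 3). Lists higher numbered 5, against 3 after median centring, 2 among bright probe sets (where the steroid list turned to lower) and 3 to 5 without 1 array (3 without OVX replicate 2). Clustering kept 4 arrays with their group over the 1000 most variable probe sets. The slope on brightness was 4.52e-04 after quantile normalization, which turns its sign, and −0.0038 after cyclic loess, against −0.0464; both methods remove such a slope by construction. For single named genes 288 values under the alternatives stayed on their side of the threshold, 174 lost it, 3 gained it, 27 moved and 0 reversed a call. The slow-fibre difference between OVX + E2 replicate 3 and OVX replicate 3 went from 0.273 to 0.413 after cyclic loess and to 0.668 over genes below 13. The cause was not tested for the other changes. Dim probe sets are limited by signal over background, which was not measured here.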

Differences from the paper's values

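The paper reports 155 probe sets at an unadjusted p of up to 0.001, the paper's count, and limma on the deposited values gave 96. Of the alternatives set before the data were examined, median centring (164), the plain unpaired test (140) and array weights (131) came within 1.5 times of the paper's count, and quantile normalization, cyclic loess, the filter on dim probe sets, the replicate block, the variance trend, the removal of controls and leaving out any array did not. The paper's count of lower probe sets is 144, against 89 here. Median centring (162) and array weights (123) came within 1.5 times of it, and the other alternatives set before the data were examined, the plain test (73) among them, did not. The paper's count of higher probe sets is 11, against 7 here. Array weights (8) came within 1.5 times, and the other alternatives set before the data were examined did not. A threshold of 0.0014, chosen after seeing the values as the largest p of a probe set of Table S1, gave the paper's counts of 155, 144 and 11 and drops 0 of the probe sets the paper calls. At 0.001, 59 of the table's 155 probe sets had a p above the threshold and 0 probe sets outside the table passed.

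Of the single probe sets whose fold change Table S1 gives, none differed from the value here by more than 1.5 times, the largest difference in fold was 0.0072, and 16 of 155 differed by 0.01 after rounding. The paper names Bnip3 among genes whose lower expression in tibialis anterior matched the soleus arrays, and on the arrays its log2 difference was 0.02 (standard error 0.071, unadjusted p = 0.802 from limma), 0.16 after cyclic loess and 0.15 after quantile normalization, while the other 5 selected genes were below 0 in each of these settings.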

Other observations

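The fast-fibre and slow-fibre lists, the tests of them and the genes picked after normalization were chosen only after the result was seen.

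Genes of calcium handling in muscle were lower in OVX + E2, while Table S2 gives the calcium signaling pathway, another set of genes, as induced. Of 38 genes of calcium handling and excitation-contraction coupling 30 were below 0, with a median log2 difference of −0.24, lower than that of all 10000 random lists of like brightness (share 0), and Jsrp1 passed when adjusted over the list alone (one-sided exact permutation p = 0.05, and p = 0.16 with an estimated correlation). The list holds the fast-fibre genes Pvalb (−1.51), Cacna1s (−0.51), Casq1 (−0.51) and Atp2a1, and its median was −0.16 without OVX replicate 3 and −0.15 without OVX + E2 replicate 3, with the call kept (exact permutation p = 0.10 for each), and −0.07 without both, a fit added after seeing the data. Its other leading members were Hrc (−0.19), Srl (−0.20) and Camk2b (−0.29). Of 36 collagens and matrix genes 28 were below 0 (median −0.20, exact permutation p = 0.10, and p = 0.42 with an estimated correlation, with a share of 0 of random lists of like brightness as low), with Lamc1 (−0.36), Col6a3 (−0.39), Dcn (−0.28) and Col4a1 (−0.50) leading, 0 passing from limma when adjusted over the list alone and 11 at an unadjusted p under 0.05. This call rests on the choice of arrays, as it was lost on leaving out any array but OVX + E2 replicate 2, and without OVX replicate 2 the median was −0.04 (exact permutation p = 0.2). Of 20 genes of the circadian clock 17 were below 0 (median −0.11, exact permutation p = 0.10, and p = 0.24 with an estimated correlation, with 0.22 of random lists of like brightness as low), led by Per1 (−0.24) and Tef (−0.31). Of 30 sex hormone receptors and classical estrogen targets 18 were below 0 (median −0.04, exact permutation p = 0.05, and p = 0.21 with an estimated correlation), and they were less lowered than genes of like brightness, as 0.963 of random lists had a median as low. They were led by Igf1r (−0.25), Ncoa2 (−0.12, and above 0 at 0.002 after quantile normalization), Ncoa1 (−0.36) and Ccnd1 (−0.26), and none of the clock or hormone genes passed from limma when adjusted over the list alone, with 4 and 6 at an unadjusted p under 0.05. The clock list lost its call without OVX replicate 2, OVX replicate 3, OVX + E2 replicate 2 or OVX + E2 replicate 3, the last with a median of −0.03, and the hormone list without OVX replicate 1 or OVX + E2 replicate 1, with its median at 0.02 without OVX + E2 replicate 3. Skeletal-muscle-restricted genes were lower (27 of 30, median −0.21, p = 0.05, and p = 0.20 with an estimated correlation) and heart-restricted genes were higher (19 of 24, median 0.07, p = 0.05, and p = 0.085 with an estimated correlation, the call being lost with the brightest probe set per gene at a median of 0.04, exact permutation p = 0.15), with 1 and 0 genes passing when adjusted over the list alone and 7 and 4 at an unadjusted p under 0.05 from limma. The skeletal-muscle list holds Myh4, Actn3, Mybpc2, Pvalb and other fast-fibre genes, which stand apart on OVX replicate 3 and OVX + E2 replicate 3, and without OVX + E2 replicate 3 its median was −0.12 and its call was lost (exact permutation p = 0.3). After cyclic loess the calcium list kept its call (exact permutation p = 0.10) and the matrix, clock, hormone and skeletal-muscle lists did not, with all these medians on the same side of 0.

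After cyclic loess some genes passed at 0.001 that had not passed as deposited. Cish, a feedback inhibitor of cytokine and growth hormone signalling, was higher by 0.49 (standard error 0.085), against 0.39 as deposited. Cysrt1 (0.29, against 0.16 as deposited), Nsl1 (0.25, against 0.19) and Ell (0.23, against 0.10) were higher. Ltbp3, a binding protein of latent TGF-β, was lower (−0.20, against −0.17 as deposited). Of genes that passed in both settings, Tnfrsf12a went from 0.42 to 0.57 and Wipi1 from −0.29 to −0.26. None of these passed an adjusted p under 0.05 from limma, with 3424 probe sets at an unadjusted p under 0.05 after cyclic loess.

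Genes that the paper discusses from other work did not pass at 0.001 on these arrays. Usp19, a deubiquitinating enzyme, differed by −0.17 (standard error 0.050, exact permutation p = 0.1), by −0.03 after cyclic loess and by 0.00 after quantile normalization. The ubiquitin ligases Trim63 and Fbxo32 differed by −0.13 and −0.26 and Foxo3 by −0.10 (exact permutation p = 0.6, 0.5 and 0.3), and Trim63 and Foxo3 were above 0 after cyclic loess (0.01 and 0.02) and quantile normalization (0.03 and 0.05). In the muscle atrophy list Foxo4 (−0.31), Ddit4 (−0.95) and Fbxo31 (−0.35) led, with 3 genes at an unadjusted p under 0.05 and 0 passing from limma when adjusted over the list alone. The estrogen receptors differed by −0.08 for Esr1, 0.05 for Esr2 and 0.01 for Gper1 (exact permutation p = 0.8, 0.5 and 0.8, with Gper1 at −0.01 after cyclic loess and after quantile normalization). Gapdh, at a control probe set, differed by −0.19 (exact permutation p = 0.1), by −0.06 after cyclic loess and by −0.09 after quantile normalization.

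Lists of other cell types were neither lower nor higher as groups. The medians and one-sided exact permutation p for lower were −0.13 (p = 0.20) for fibroblast markers, −0.07 (p = 0.40) for endothelial markers, −0.16 (p = 0.15) for smooth muscle and pericyte markers, −0.01 (p = 0.60) for macrophage and leukocyte markers, 0.01 (p = 0.60) for adipocyte markers and −0.04 (p = 0.40) for Schwann cell markers, with the macrophage list at 0.01 after quantile normalization and the adipocyte list at −0.005 after median centring. Among fibroblast markers Dpt (−0.35) and Dcn were lower and Tcf21 (0.16) higher when adjusted over the list alone, and in the other lists none passed. Immediate early and stress genes (−0.06, exact permutation p = 0.25) and sarcomere genes (−0.08, p = 0.15) were neither, and both had medians above 0 after quantile normalization (0.03 and 0.02), the sarcomere genes also after cyclic loess (0.03). Sarcomere genes were less lowered than genes of like brightness, since a share of 1 of the random lists had a median as low (median of their medians −0.14). Sarcomere genes were called lower after median centring, among bright probe sets, with the brightest probe set per gene and without OVX replicate 3 or OVX + E2 replicate 1, fibroblast, smooth muscle and Schwann cell markers without OVX replicate 3, and immediate early genes among bright probe sets and without OVX replicate 2 (exact permutation p = 0.10 for each). The 5 erythroid markers had a median of 0.12 and were too few to test.

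Fast-fibre genes differed between arrays of the same treatment, most between OVX replicate 3 and OVX + E2 replicate 3. Poor signal of the whole array is argued against, since probe sets with a mean log2 value of 11 or more lay below the mean of all arrays by a median of only −0.109 on OVX + E2 replicate 3, where the fast-fibre genes had a median of −0.48. A different share of fast fibres, or neighbouring fast muscle in the dissected sample, stays open. The slow-fibre genes lay higher on OVX + E2 replicate 3 than on OVX replicate 3 by 0.273 (difference of their medians, 0.00 and −0.27; 0.11 and −0.30 after cyclic loess), but 10 of the 15 lie near the highest values of the arrays, where a rise is hard to see, and over the 5 below a mean of 13 the medians were 0.26 and −0.41, with Casq2, Csrp3, Ankrd2 and Myh7b above their mean on OVX + E2 replicate 3 and Pln below it, which goes the way a different share of fibres needs but rests on 1 array at each end and on genes picked after their values were seen. An effect of E2 on fibre type stays open too, as the fast-fibre genes differed by −0.75 between the groups (exact permutation p = 0.3) and 3 arrays per treatment do not exclude it.

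On the conflict between left ventricle and soleus, 3 of 24 heart-restricted genes were in the top 5% of probe sets, against under 5 set beforehand as arguing against ventricle RNA, and 24 of 30 skeletal-muscle-restricted genes were, as soleus RNA needs. Of the 10 splits of the arrays into 3 and 3, the other 9 called 4 to 97 probe sets at 0.001 (median 9), and the split that called 97 set OVX replicate 2 with OVX + E2 replicates 1 and 3, which no batch in the sources used here follows. In all 10 splits 0 probe sets passed at an adjusted p under 0.05 from limma (highest other 0), with 6216 at an unadjusted p under 0.05 in the real split, so that this count separates no split from another. Clustering over the probe sets called in each of the other 9 splits separated that split's groups in 9 of 9, as it did for the treatments.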
